# Complement C3 From Astrocytes Plays Significant Roles in Sustained Activation of Microglia and Cognitive Dysfunctions Triggered by Systemic Inflammation After Laparotomy in Adult Male Mice

**DOI:** 10.1007/s11481-024-10107-z

**Published:** 2024-03-01

**Authors:** Ying Chen, John Man-Tak Chu, Gordon Tin-Chun Wong, Raymond Chuen-Chung Chang

**Keywords:** Neuroinflammation, Complement C3, Microglia, Astrocyte, Laparotomy

## Abstract

Aberrant activation of complement cascades plays an important role in the progress of neurological disorders. Complement C3, the central complement component, has been implicated in synaptic loss and cognitive impairment. Recent study has shown that wound injury-induced systemic inflammation can trigger the increase of C3 in the brain. Our previous studies have demonstrated that laparotomy-triggered systemic inflammation could induce neuroinflammation and cognitive dysfunctions. Furthermore, sustained activation of microglia was observed even 14 days after laparotomy, while most of cytokines had returned to basal levels rapidly at the earlier time point. Although we have demonstrated that anti-inflammatory intervention successfully attenuated cognitive dysfunction by preventing increase of cytokines and activation of microglia, how sustained activation of microglia and cognitive dysfunction occur is still a mystery. In this study, we investigated the role of C3 in mediating activation of microglia and cognitive dysfunction by using laparotomy in adult male mouse only as the experimental model of systemic inflammation and AAV9-C3shRNA. Our data observed that laparotomy induced neurotoxic reactive astrocytes with an increase of C3 in the hippocampus. Furthermore, inhibition of C3 by AAV9-C3shRNA prevented synaptic engulfment by microglia and attenuated cognitive dysfunctions after laparotomy. Inhibition of C3 did not modulate activation of astrocytes and expression of various cytokines. Current findings demonstrated that C3 plays significant roles in sustained activation of microglia and cognitive dysfunctions, which suggests that C3 is the valuable molecule target to attenuate in neurological conditions characterised by neuroinflammation and cognitive dysfunction.

**Graphical Abstract:**

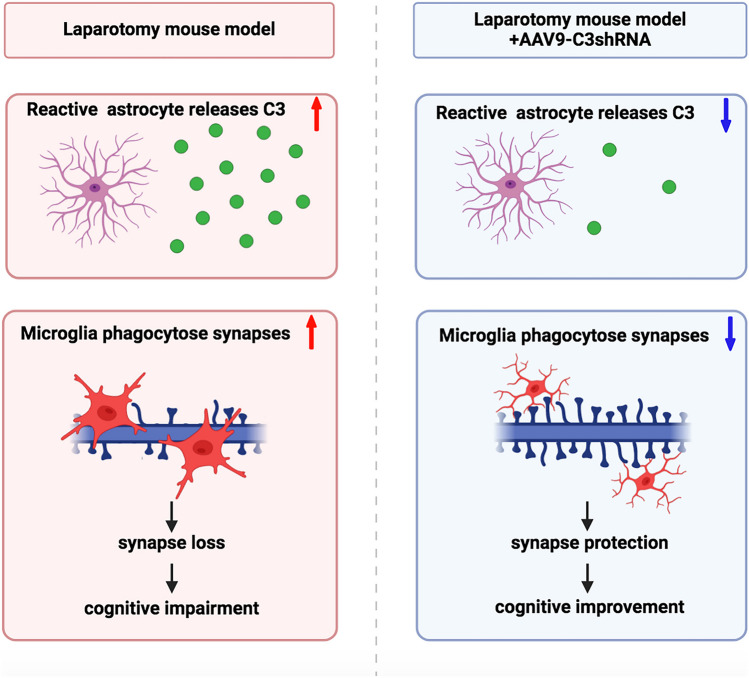

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s11481-024-10107-z.

## Introduction

The complement system is essential for our immune responses but its function in the CNS spans beyond that of immunity and includes neuroprotection against harmful stimuli and neuroinflammatory responses (Schartz and Tenner 2020; Chen et al. 2022b). Nevertheless, aberrant responses from the complement system exacerbate neurological symptoms and accelerate the development of neurodegenerative diseases (Propson et al. 2021; Ziabska et al. 2021; Chen et al. 2022b). C1q and C3 are important complement factors and both of them have been shown to be upregulated in various neurodegenerative diseases and contribute to synaptic elimination (Presumey et al. 2017; Luchena et al. 2018; Rajendran and Paolicelli 2018). C1q, the initiator of the classical complement pathway, is regarded as the main factor to mediate synaptic pruning in the AD brain by primarily activating complement cascades via the classical pathway (Hong et al. 2016; Dejanovic et al. 2018; Luchena et al. 2018). C3 is the central molecule of the complement cascade and is involved in synaptic elimination by mediating microglial phagocytic activity via the CR3 or C3aR pathways (Hong et al. 2016; Vasek et al. 2016; Litvinchuk et al. 2018; Werneburg et al. 2020). Furthermore, a mouse model of multiple sclerosis with increase of C1q and C3 in the brain has shown that knock-out of C3 protected against synaptic loss, while little improvement was found in C1q knock-out mice (Hammond et al. 2020). It suggests that C3 plays a determinate role of synaptic loss in neurological conditions. A recent study revealed that C3 is increased in the hippocampus after tibial fracture (Xiong et al. 2018), which demonstrated that systemic inflammation triggered by wound injury can induce release of C3 in the central nervous system (CNS). Our previous studies have shown that laparotomy-triggered systemic inflammation can induce neuroinflammation and cognitive dysfunctions. Furthermore, sustained activated morphology of microglia was observed even 14 days after laparotomy, although majority of pro-inflammatory cytokines have returned to basal levels (Huang et al. 2018b). Besides, we found activation of astrocytes in this model. While it is unclear of how sustained activation of microglia and cognitive dysfunctions occur, we hypothesize that C3 fills this information gap and mediates these two pathological events.

Astrocytes being the most abundant glial cell in the CNS, play important roles in maintaining CNS homeostasis, supplying energy to neurons, recycling neurotransmitters, mediating synapse functions, and controlling cerebral blood flow (Dallérac and Rouach 2016; Mächler et al. 2016). However, they can also be agents of harm when they become reactive in response to adverse stimuli, altering their normal functions and contributing to prolonged neuroinflammation (Ben Haim et al. 2015; Liddelow et al. 2017; Clarke et al. 2018; Hou et al. 2020). It has been proposed that reactive astrocytes can be divided into neurotoxic and neurotrophic subtypes, denoted as A1 and A2 astrocytes, respectively. They have their own distinct cell markers, transcriptional profiles, and functions (Ben Haim et al. 2015; Liddelow et al. 2017). When exposed to specific proinflammatory factors: IL-1α, TNF-α and C1q, astrocytes can turn to A1 neurotoxic phenotype and further contribute to cognitive deficits in Alzheimer’s disease (AD) (Liddelow et al. 2017). A1 neurotoxic astrocytes were proposed to be identified by 12 genes (H2.T23, Serping1 H2.D1, Ggta1 Ligp1, Gbp2, Fbln5, Ugtta, Fkbp5, Psmb8, Srgn and Amigo2) with 13 pan-reactive genes (Lcn2, Steap4, S1pr3, Timp1, Hspb1, Cxcl10, Cd44, Osmr, Cp, Serpina3n, Aspg, Vim and Gfap). Also, C3 was reagarded as the A1 marker, because of its upregulation in A1 astrocytes but no expression in A2 astrocytes that was induced by ischemic stroke (Liddelow et al. 2017). A1 astrocytes no longer promoted neuronal survival, outgrowth and synaptogenesis, but induced death of neurons and oligodendrocytes (Liddelow et al. 2017). This type of astrocytes have been observed in perioperative neurocognitive disorders (PNDs) (Li et al. 2020). However, little is known about the impact of reactive astrocytes on laparotomy.

PNDs is a common postsurgical complications characterized by cognitive decline, the incidence rate ranges from 17 to 43% and it is even higher in aged population (Mahanna-Gabrielli et al. 2019). Patients with PNDs display cognitive dysfunctions, lower quality of life, and even increased mortality (Borozdina et al. 2018; Mahanna-Gabrielli et al. 2019). All these problems can result in extended hospital stay and reduced independence in activities of daily living (Mahanna-Gabrielli et al. 2019). Laparotomy is an experimental model for PNDs. While laparotomy has clinical relecance, this experimental model also provides excellent opportunity to investigate how systemic inflammation induces neuroinflammation and cognitive dysfunction. It has been generally considered that neuroinflammation contributes to the development of neurodegenerative diseases, mental disorders, and PNDs (Heppner et al. 2015; Safavynia and Goldstein 2018; Gilhus and Deuschl 2019; Luo et al. 2019; Yang et al. 2020). Our previous studies have shown that surgery- or LPS-induced systemic inflammation triggered the occurrence of neuroinflammation, which further led to cognitive impairment (Chu et al. 2018; Huang et al. 2018a). Postoperative neuroinflammatory responses include rapid but transient increases of cytokines, such as IL-1β, TNF-α and IL-6, and relatively long-lasting activation of glia (Chu et al. 2018; Huang et al. 2018b). Among different cytokines, IL-1β plays significant roles in attracting infiltration of monocytes/macrophages into the brain by amputation in zebrafish (Chen et al. 2022a). Furthermore, we have demonstrated that anti-inflammatory pharmacological intervention could successfully attenuate cognitive deficits by preventing increase of cytokines and activation of microglia (Chu et al. 2018; Huang et al. 2018a). As stated above, the factors mediating sustained activation of microglia and cognitive dysfunctions are unclear. Therefore, we investigate whether C3 plays key roles in mediating these two pathological events.

In this study, we observed and identified that laparotomy-induced reactive astrocytes were neurotoxic phenotype with an increase of C3. We further demonstrated that knock-down of C3 by shRNA attenuated cognitive dysfunctions following surgery. Besides, knock-down of C3 prevented engulfment of synapses by microglia and synaptic loss in the hippocampus after laparotomy. Our findings provide evidence showing that component complement C3 can be a key player to sustain activation of microglia and cognitive dysfunctions.

## Materials and Methods

### Mice and Treatment

#### Mice

Adult male C57/B mice between 12–16 weeks of age were obtained from The Centre for Comparative Medicine Research, the University of Hong Kong, which is accredited by the Association for Assessment and Accreditation of Laboratory Animal Care International. All mice were housed in temperature-controlled room under a 12/12 h light/dark cycle and have free access to food and water. All experimental protocols, handling procedures and research ethics were approved by the Faculty Committee on the Use of Live Animals in Teaching and Research (CULATR, Ref. No. 5147–19).

#### Experimental Design

In the first experiment, the mice were randomly divided into three groups: neither anesthesia nor surgery as control (CON), sevoflurane anesthesia only (SEVO) and laparotomy under sevoflurane anesthesia (LAP). In the second experiment, the mice were randomly divided into 4 groups: sevoflurane anesthesia with control AAV9 vector (SEV + AAV9-GFP), sevoflurane anesthesia with anti-C3 shRNA vector (SEV + AAV9-C3shRNA), laparotomy with control AAV9 vector (LAP + AAV9-GFP) and laparotomy with anti-C3 shRNA AAV9 vector (LAP + AAV9-C3shRNA).

#### Laparotomy Model

All surgical procedures were performed on a heating pad with the frequency of respiration and the color of the paws monitored continuously, which has been described before with modifications (Huang et al. 2018a). Buprenorphine (0.1 mg/kg) was injected subcutaneously 30 min before surgery for analgesia. General anesthesia was then induced and maintained using 3% sevoflurane in 1 L/min of oxygen. Once anesthesia was established, a 2.5 cm longitudinal incision was made in the midline of the abdomen. Approximately 10 cm of intestine was taken out of the abdominal cavity and gently rubbed for 2 min. After a further minute, the bowel loops were replaced into the abdominal cavity. Absorbable sutures were used to close the muscle layers of the incision and nonabsorbable sutures were used for the skin. After the mouse recovered from anesthesia, it was transferred to a clean cage with soft bedding. The whole surgical procedure required approximately 25 min. Buprenorphine was given for a further three days for post-operative analgesia. The sevoflurane group only received 3% sevoflurane for 25 min in the same condition as the laparotomy group.

#### Stereotaxic Injection

Buprenorphine (0.1 mg/kg) was injected 30 min before surgery, and general anesthesia was induced by a ketamine/xylazine cocktail (ketamine 80–100 mg/kg + xylazine 5–10 mg/kg). Each mouse was fixed onto the stereotaxic apparatus and was injected with 2 ul of AAV vector (2–3 × 10^12^ v.g/ml, 1 ul/min) into lateral ventricle, using a 2 ul Hamilton glass syringe (Hamilton, series 7000). The coordinates for lateral ventricle injection were determined as follows: AP(Bregma): -0.6; ML: ± 1.3; DV(Skull): + 3.0.

### Construction of the Anti-C3 shRNA AAV9 Vector

The anti-C3 shRNA was cloned downstream of the U6 promoter in the AAV9 vector plasmid (Vigenbio, China) and a green fluorescent protein (GFP) sequence was inserted following the anti-C3 shRNA sequence to indicate transfection and titer assay by RT-PCR. In the control plasmid, a similar length but nonsense sequence was inserted instead of the anti-C3 shRNA sequence after the U6 promoter before the GFP sequence. The anti-C3 shRNA sequence: 5’-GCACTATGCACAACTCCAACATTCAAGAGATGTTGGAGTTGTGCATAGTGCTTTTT-3’.

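The first 21 bases of the hairpin, GCACTATGCACAACTCCAACA, match the mouse C3 transcript in the sense orientation and no transcript of another gene in the GENCODE M21 annotation of GRCm38. They are followed by the loop TTCAAGAGA, the reverse complement TGTTGGAGTTGTGCATAGTGC and TTTTT. The target lies at bases 1441 to 1461 of the 5136-base C3 transcript, in exon 12 of 41, within the coding sequence. On GRCm38 this is chromosome 17, from 57223240 to 57223260, in an exon that extends from 57223121 to 57223330. The transcript sequence with 20 bases on each side of the target is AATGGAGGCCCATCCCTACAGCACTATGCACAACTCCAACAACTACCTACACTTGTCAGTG.

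**Figure D1:**
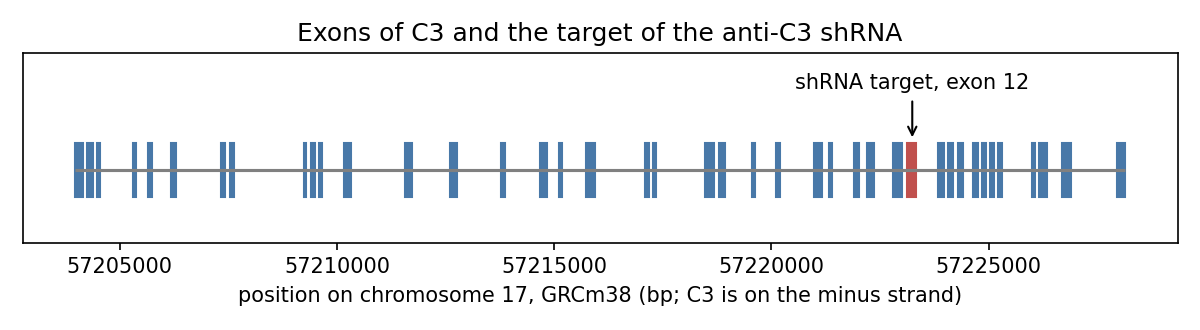
Exons of C3 (blue boxes) along chromosome 17 of GRCm38 in base pairs, with exon 12, which holds the shRNA target, in red. The gene is on the minus strand, so transcription runs from right to left.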

The anti-C3-shRNA AAV9 vector was constructed according to triple plasmid protocols. The AAV9 packaging pAdDeltaF6 (Addgene, USA), helper plasmid pAAV2/9n (Addgene, USA) and pAAV-anti-C3-shRNA plasmid were transfected at a ratio of 1:1:1 into HEK293T cells when their confluence reached approximately 70%. At 6 h after post-transfection, the medium was replaced with fresh culture media containing 5% fetal bovine serum and the cells were further cultured for 96 h at 37^0^C. The cells were then harvested and centrifuged at 2000 g. The viral solution was extracted and purified using the AAVpro purification kit (Takara, Japan, Cat. # 6675). The titers of control AAV9 vector (AAV9-GFP) and anti-C3 shRNA AAV9 vector (AAV9-C3shRNA) were quantified by real-time PCR using the forward GFP primer 5’-GCA TCG ACT TCA AGG AGG AC-3’ and reverse GFP primer 5’- GAA CTC CAG CAG GAC CAT GT-3’. The knock-down efficiency of AAV9-C3shRNA was verified in BV2 cultured cells (Suppl. Fig. 2A-B).

### Statistical Analysis

All data were presented as mean ± SEM, each experimental group included at least 3 independent replicates. GraphPad Prism (version7.0) was used for statistical analyses. For continuous data, statistical significance was evaluated by two-tailed Student’s t test to compared two groups, one-way ANOVA followed by Tukey’s multiple comparison post hoc test to compare multiple groups, two-way ANOVA followed by Bonferroni’s multiple comparison post hoc test to compare both C3 knock down and laparotomy effects, and repeated measure ANOVA followed by Bonferroni’s multiple comparison post hoc test for body weight changes after laparotomy. For discrete data such as the number of errors in the behavioral tests, Kruskal–Wallis test followed by Dunn’s multiple comparisons test was used. * P < 0.05, **P < 0.01, ***P < 0.001.

All other information are in Supplementary Materials.

## Results

### Laparotomy Induced Cognitive Decline in WT Adult Mice

Firstly, we applied laparotomy on adult male WT mice under sevoflurane anesthesia and assessed cognitive functions on POD 7 and 14 by using forced Y-maze and NOR tests (Fig. 1A). Mice that underwent laparotomy showed a significant reduction in the relative body weight on the early stage of postoperative period while there were little changes to the mice exposed to sevoflurane anesthesia only (Fig. 1B). Since surgical trauma may induce anxiety or impair locomotor ability, and both of them can affect the performance on behavioral tests, we conducted the OF test on POD 4 to evaluate their presence. No significant difference was found in the central duration time, total distance, and grid crossing frequency among 3 groups, indicating neither sevoflurane anesthesia and laparotomy induced anxiety-like behavior or locomotor impairment (Fig. 1C-E). To further determine whether laparotomy affects the cognitive function, we assessed learning and memory used by forced alternation Y-maze and NOR tests on both POD 7 and 14. Mice that underwent laparotomy showed a significant impairment in recognizing the white safe arm with a longer latency time and larger number of errors than the SEVO group on POD 14 but not POD 7 (Fig. 1F-I). Furthermore, mice from the LAP group showed less interaction with the novel object when tested on both POD 7 and 14, and onwards with no object or location preference in the advance familiarization session (Fig. 1J-M). Results from these behavioral tests suggest that cognitive impairment is present at least between these 2 time points after surgery, while sevoflurane anesthesia had little impact on cognitive performance.

**Fig. 1:**
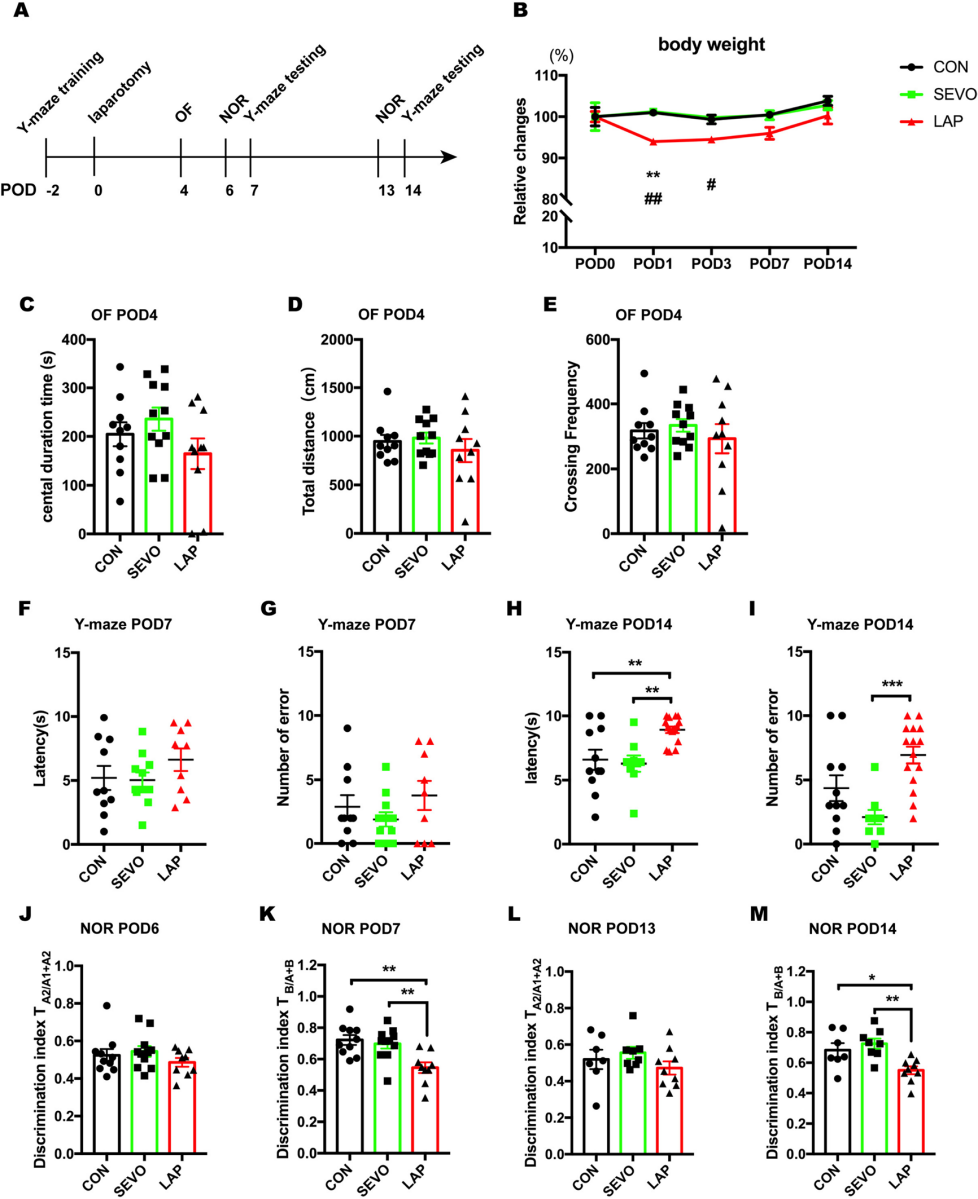
Laparotomy induced learning and memory decline in adult WT mice. **A**: Schema of the experimental design. **B**: The changes in body weight at different timepoints during the postoperative period. Two-way repeated ANOVA with Tukey’s multiple comparison test with n = 13–15 mice per group, CON vs LAP: ** P < 0.01, SEVO vs LAP: # P < 0.05, ## P < 0.01. **C-E:** Open field test on POD4, the duration time in the central area (**C**), Total distance (cm) during 10 min observation (**D**), the frequency of grid crossing (**E**), CON: n = 10, SEVO: n = 11, LAP: n = 10. **F-I**: Y-maze test on PODs 7 and 14, including: the latency on POD 7 (**F**), the number of errors on POD 7 (**G**), CON: n = 10, SEVO: n = 11, LAP: n = 9; the latency on POD14 (**H**), the number of errors on POD14 (**I**), CON: n = 11, SEVO: n = 9, LAP: n = 15. One-way ANOVA with Tukey’s multiple comparison test was applied to the analysis of latency, Kruskal–Wallis test with Dunn’s multiple comparisons test was applied to the number of errors. **J-M**: NOR test on PODs 7 and 14, including: discrimination index of two similar objects (A1 and A2) in the familiarization phase on POD6 (**J**); discrimination index of novel object (**B**) in the testing phase on POD7 (**K**), CON: n = 10, SEVO: n = 11, LAP: n = 9; discrimination index of two similar objects (A1 and A2) in the familiarization phase on POD13 (**L**), discrimination index of novel object (**B**) in the testing phase on POD14 (**M**), CON: n = 7, SEVO: n = 8, LAP: n = 9. One-way ANOVA with Tukey’s multiple comparison test. Data is presented as mean ± SEM, * P < 0.05, **P < 0.01, ***P < 0.001. POD: post-operative day, Y-maze test = forced alternation Y-maze test, NOR test = novel object recognition test, CON = control, SEVO = sevoflurane, LAP = laparotomy

### Neuroinflammatory Responses With Prolonged Activation of Glia Occurred in the Postsurgical Hippocampus

Neuroinflammation has been shown to contribute to postoperative cognitive decline (Safavynia and Goldstein 2018; Luo et al. 2019; Yang et al. 2020). The postsurgical mice have higher levels of pro-inflammatory factors and cellular activation in the hippocampus or the frontal cortex (Luo et al. 2019; Yang et al. 2020). To verify these findings, we measured the change of pro-inflmmatory factors in the postsurgical hippocampus on PODs 1, 7 and 14, especially those rodents that were subjected to behavior tests on PODs 7 and 14. In this study, the mRNA levels of several pro-inflammatory factors showed significant changes at different time points. On POD 1, IL-1β and TNF-α were increased but IL-6 was decreased in the LAP group (Fig. 2A). On POD7, C3 were significantly increased in the LAP group (Fig. 2B). On POD 14, C3 and MCP-1 were significantly increased but C1q was significantly decreased in the LAP group (Fig. 2C). We noticed that cytokines IL-1β, TNF-α and IL-6 changes were rapid but transient, while C3 upregulation was delayed but prolonged, a pattern that concur more with the time course of cognitive deficits.

**Fig. 2:**
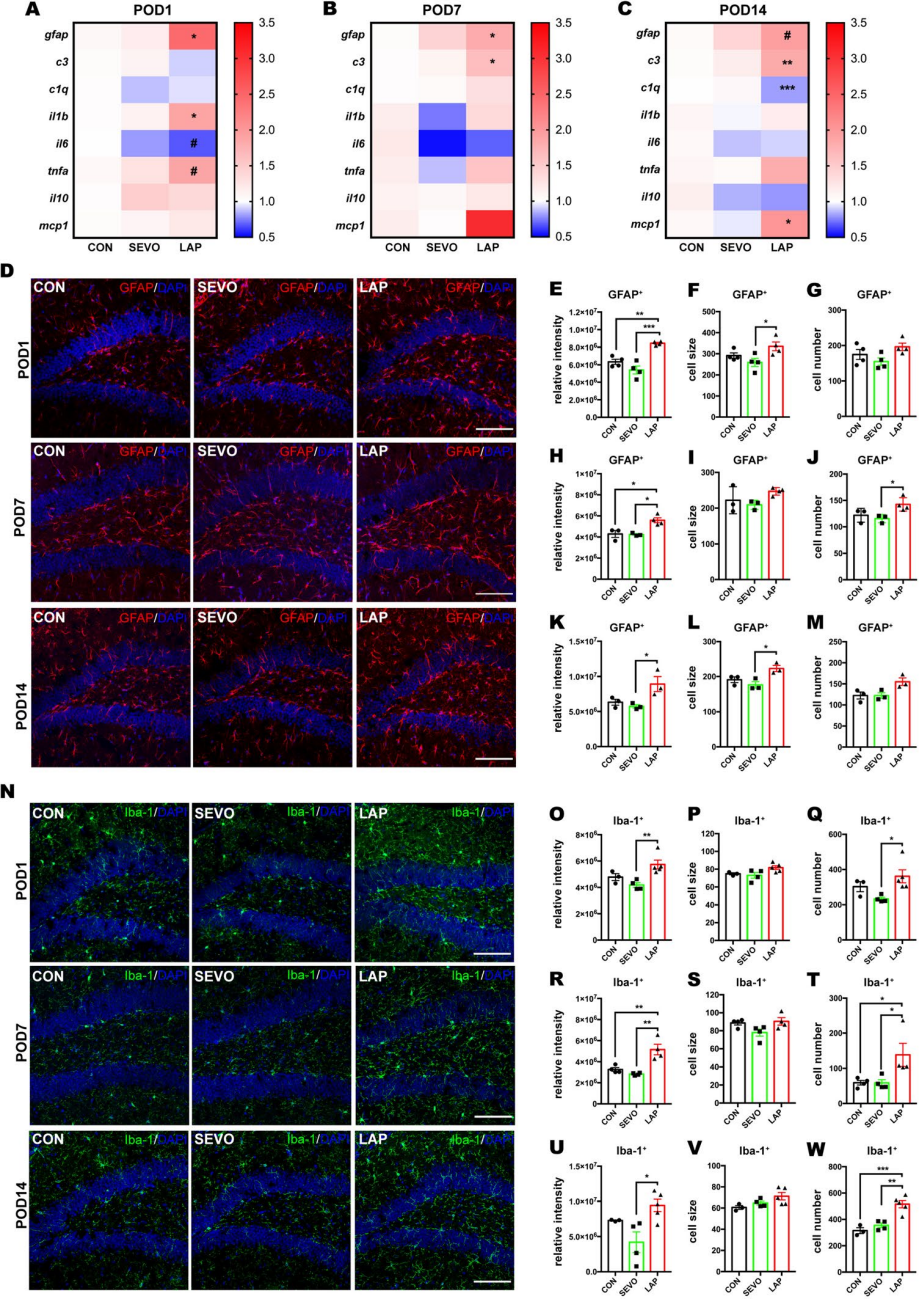
Neuroinflammation with cytokine increase and activation of glia in postsurgical mice.** A-C:** heatmap of cytokine mRNA expression on POD 1 (**A**), POD7 (**B**), and POD14 (**C**)*,* * P < 0.05*,* **P < 0.01, ***P < 0.001 for LAP versus SEVO, # P < 0.05 for LAP versus CON.** D**: representative confocal images show astrocytic marker GFAP staining on PODs 1, 7 and 14, scale bar: 100um. **E–G**: histograms showed GFAP^+^ signals quantification on POD1 including relative intensity (**E**), average cell size (**F**) and total cell number (**G**). **H-J**: histogram shows GFAP^+^ signals quantification on POD 7 including relative intensity (**H**), average cell size (**I**) and cell number (**J**). **K-M**: histogram shows GFAP^+^ signals quantification on POD 14 including relative intensity (**K**), average cell size (**L**) and cell number(**M**). **N**: representative confocal images show microglial marker Iba-1 staining on PODs 1, 7, and 14, scale bar: 100 um. **O-Q**: histogram shows Iba-1^+^ signals quantification on POD1 including relative intensity (**O**), average cell size (**P**) and total cell number (**Q**). **R-T**: histogram shows Iba-1^+^ signals quantification on POD 7 including: relative intensity (**R**), average cell size (**S**) and total cell number (**T**). **U-W**: histogram shows Iba-1^+^ signals quantification on POD 14 including: relative intensity (**U**), average cell size (**V**) and total cell number (**W**). The representative images were from hippocampal DG area. The average of DG, CA1 and CA3 areas were used for statistical analysis. Data is presented as mean ± SEM, IF staining analysis was used One-way ANOVA with Tukey’s multiple comparison test with n = 3–5 mice per group. * P < 0.05, **P < 0.01, ***P < 0.001. POD = post-operative day, CON = control, SEVO = sevoflurane, LAP = laparotomy

In addition, GFAP and Iba-1 staining showed prolonged activation of astrocytes and microglia after laparotomy. In the postsurgical hippocampus, GFAP^+^ astrocytes presented with higher intensity on POD 1, 7 and 14, with more extensive cell size on POD1 and 14 and increased cell number on POD 7 (Fig. 2D-M). Similarly, Iba-1^+^ microglia in the postsurgical hippocampus presented with a higher Iba-1 intensity and increased cell number on POD 1, 7, and 14, but the cell size did not show any difference among three groups (Fig. 2N-W).

### RNA-sequencing Revealed that Postsurgical Hippocampal Astrocytes Had Distinct Transcriptional Profiles

Emerging evidence indicated that reactive astrocytes could turn to A1 neurotoxic phenotype and accelerated the progression of neurodegenerative disease by releasing active molecules, such as C3 (Liddelow et al. 2017). Therefore, we isolated live GLAST^+^ astrocytes from the postsurgical hippocampus using flow cytometry (Fig. 3A-G) and performed RNA sequencing and differentially expressed genes (DEGs) analysis on these astrocytes for a more comprehensive understanding of gene expression profiles after surgery. 

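Sorted GLAST+ astrocytes were sequenced in 6 libraries, with 3 biological replicates in the SEVO group (sevoflurane anesthesia alone) and 3 in the LAP group (laparotomy under sevoflurane). Each replicate pooled the cells of 6 hippocampi. For each library, the authors deposited estimated read counts of 3777 genes, which are the genes that they called differentially expressed. The counts are not normalized, and 16.2% of the counts above 0 are not whole numbers, as when a read is shared among genes. The listed counts summed to 440601, 308032 and 251514 in SEVO replicates 1, 2 and 3, and to 297525, 248989 and 292859 in LAP replicates 1, 2 and 3. These sums cover the listed genes only and are not the sequencing depth, which the paper gives as 4 GB of clean reads for each sample. Of the listed genes, 68.4% were at 0 counts in SEVO replicate 1, against 18.7% and 28.9% in SEVO replicates 2 and 3 and 46.4%, 26.9% and 28.9% in LAP replicates 1, 2 and 3. Only 825 genes were counted in all 6 libraries, while 571 were counted in a single one. A count of 0 allows up to 3 counts, and this limit covers counting error only. Counts were rounded to whole numbers, scaled by edgeR's TMM method and compared by its quasi-likelihood test over all 3777 genes. Because the genes had been selected on these same libraries by a test without replicate spread, the scaling and the estimated spread rest on selected genes.

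**Figure D2:**
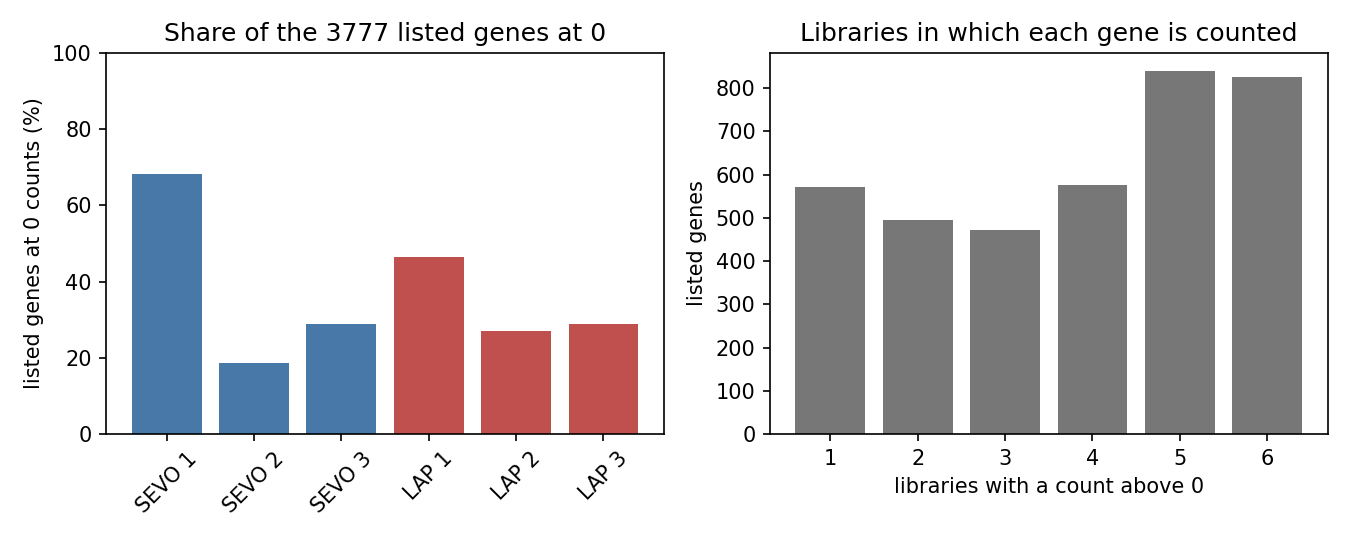
Left, the percent of the 3777 listed genes at 0 counts in each library, with SEVO in blue and LAP in red. Right, the number of listed genes (bars) by the number of libraries with a count above 0. SEVO replicate 1 has the highest share at 0 (68.4%), and 825 genes were counted in all 6 libraries.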

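Of the 3777 genes in the authors' deposited list, 1982 were higher and 1795 lower in the LAP group by the authors' own values. The means of the deposited counts differed by at least 2-fold for 3697 genes, 1902 higher and 1795 lower in LAP. For 2286 genes (60.5%), a single library held more than 50% of the counts of all 6 libraries. Every LAP library lay above every SEVO library for 203 genes, and below for 157. Together these are 9.53% of the list. Chance gives 10% for 3 libraries against 3 without ties, and 6.91% with the ties of these counts, which leave 2610 genes that can separate. The share was 12.8% with median-ratio scaling (7.18% by chance) and 13.1% among genes with a mean count of at least 10 (9.10% by chance). The list was selected for differences between these groups, so a share above chance is not independent evidence. When each library was left out in turn, 1025 genes (27.1%) kept a 2-fold difference in the same direction every time. Leaving out SEVO replicate 1 had the largest effect, with 2579 genes keeping it. In the edgeR comparison, which weighs the difference against the spread among replicates, 0 genes reached an adjusted p-value of 0.05 (Benjamini-Hochberg adjustment), and 69 genes had an unadjusted p-value under 0.05. The common biological coefficient of variation was 1.85. The same test recovered 185 of 200 genes changed 8-fold in simulated counts with a dispersion of 0.1, and 0 of 200 with the dispersion fitted to the deposited counts. Among the tests with replicate spread, leaving out SEVO replicate 1 moved the number of genes most, to 4 (Tcte1, higher in LAP, and Jchain, Lrg1 and Pcdhga6, lower), which were named after their values were seen. Pcdhga6 is uncertain, since it belongs to the protocadherin gamma cluster, whose genes share exons.

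**Figure D3:**
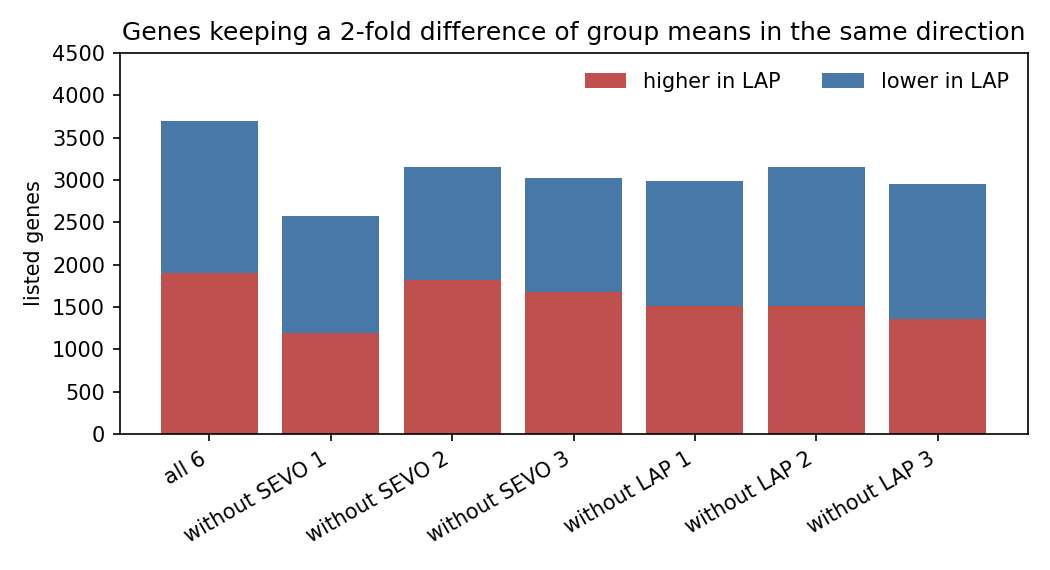
Number of listed genes that kept a difference of group means of at least 2-fold in the same direction, with all 6 libraries and with each library left out. Red is higher and blue lower in LAP. The number falls from 3697 with all libraries to 2579 without SEVO replicate 1.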

The results showed that there were 3777 DEGs over a total of 16,429 detected genes based on the comparison between the SEVO and LAP groups (Fig. 3H), and the distribution was shown in the cluster heatmap of DEGs (Fig. 3I). The following gene ontology (GO) analysis revealed the enrichment of DEGs in three major categories: biological process, cellular component and molecular functions. It showed that most of DEGs were enriched in cellular process, biological regulation, regulation of biological process and metabolic process under “biological process” category, most of DEGs belonged to cell and cell part under “cellular component” category, and majority of DEGs significantly belonged to binding when referred to “biological functions” (Fig. 3J).

**Fig. 3:**
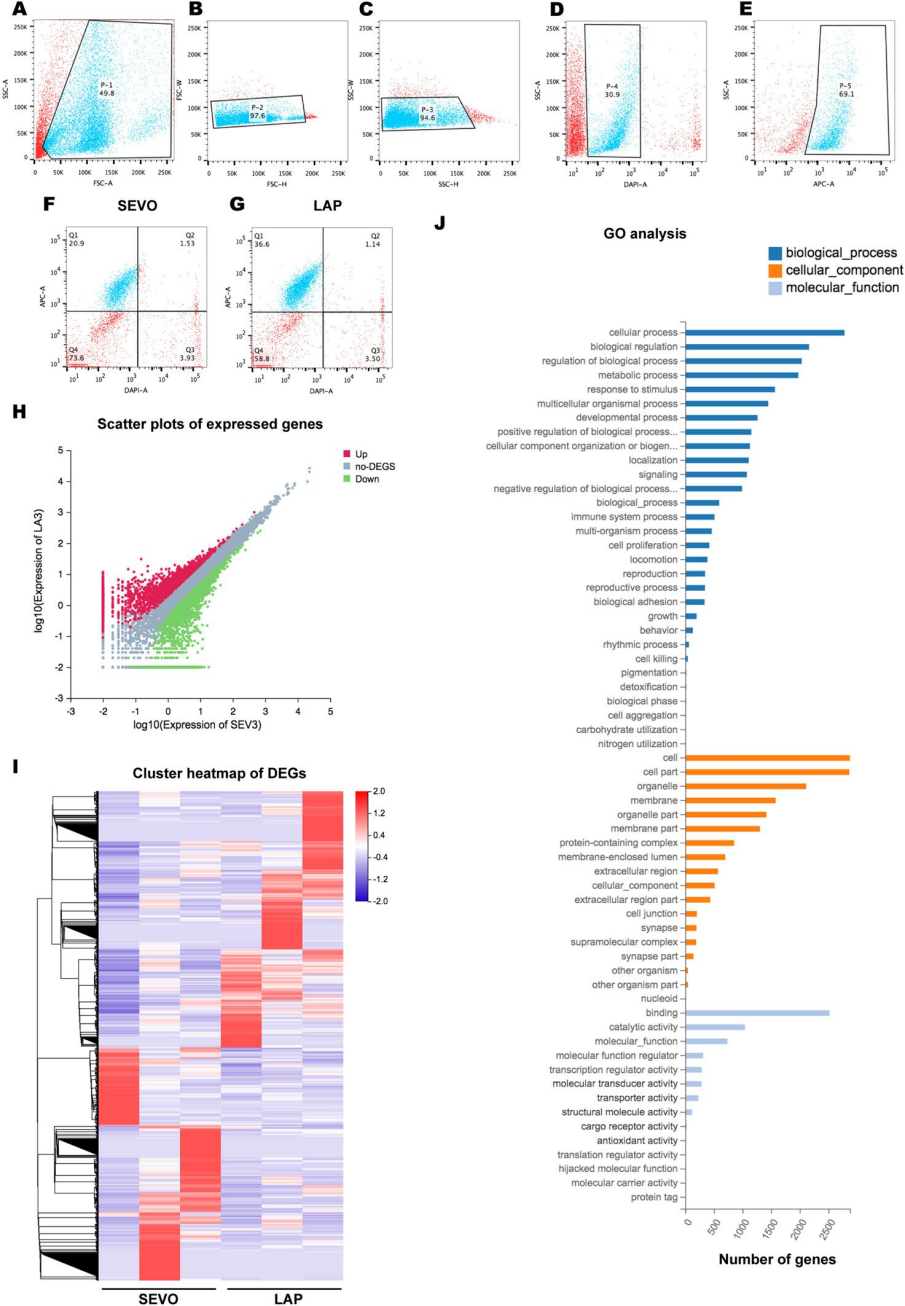
Transcriptional characteristics of hippocampal astrocytes from the postsurgical mice. **A-G:** representative dot plot showing FACS gating strategy for live GLAST^+^ astrocytes, P-1/P-2/P-3 shows single cell gating (**A-C**), P-4 under P-3 shows DAPI^−^ live cells (**D**), P5 under P-4 shows GLAST^+^ cells (**E**), Q1 quadrant shows 20.9% DAPI^−^/GLAST^+^ live astrocytes in SEVO mice (**F**), and 36.5% DAPI^−^/GLAST^+^ live astrocytes in LAP mice (**G**). **H**: scatter plot of differentially expressed genes (DEGs), red represents upregulated genes, green represents downregulated genes, and grey represents non-regulated genes, |log2 (foldchange)|≥ 1 and Q value ≤ 0.05 are used as screening threshold. **I**: the cluster heatmap of all DEGs. **J**: histogram shows GO functional classification analysis. Data is presented as mean ± SEM, * P < 0.05. SEVO = sevoflurane, LAP = laparotomy

Thus, the significant difference of transcriptional profile from postsurgical astrocytes suggested higher activities in signaling interaction and transduction and the possible involvement of immune responses, which concurred with astrocytic reactivation after surgery.

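Across the 3777 listed genes, log2 counts (TMM-scaled, pseudocount 1) correlated between pairs of libraries with Pearson's r from 0.316 to 0.631. Genes are not independent replicates, so these values describe the libraries without a test. The genes were also selected for a difference between these groups, which can by itself lower r between the groups relative to r within them. Within the LAP group r was 0.626 for replicates 1 and 2, 0.560 for replicates 1 and 3 and 0.631 for replicates 2 and 3. Within the SEVO group r was 0.602 for replicates 2 and 3, and 0.427 and 0.405 for replicate 1 with each of them. Between the groups, SEVO replicate 2 correlated with LAP replicates 1, 2 and 3 at 0.60, 0.631 and 0.555, while SEVO replicate 3 correlated with them at 0.466, 0.534 and 0.526, below each value within the LAP group. From the difference in transcriptional profile between the groups, the paper proposes higher activity in signaling and a possible part of immune responses in astrocytes after surgery.

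**Figure D4:**
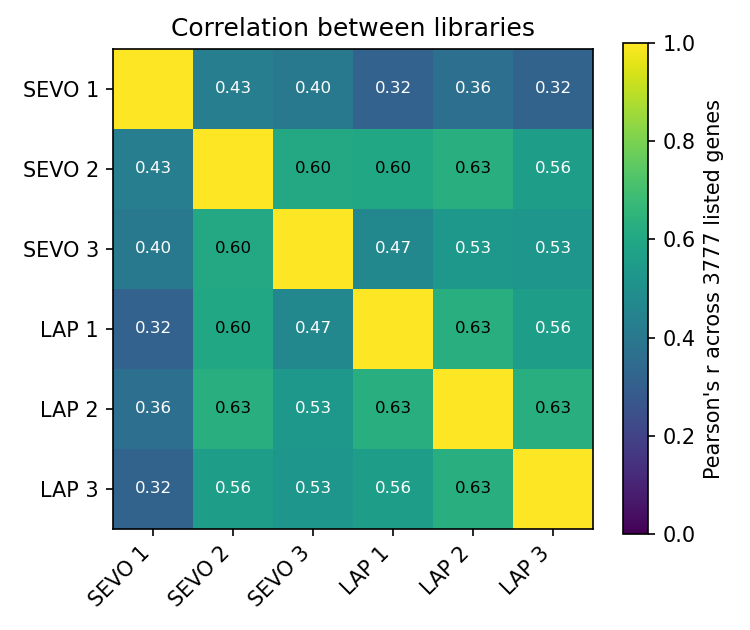
Pearson's r between the 6 libraries across the 3777 listed genes, on log2 scaled counts. SEVO replicate 1 has the lowest values, from 0.316 to 0.427, and SEVO replicate 2 and LAP replicate 2 reach 0.631.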

### Laparotomy-induced Reactive Astrocytes Were A1 Neurotoxic Phenotype With C3 Upregulation

Followed by the GO analysis, we performed the KEGG (Kyoto Encyclopedia of Genes and Genomes) pathway analysis to see potential signaling pathways involved in astrocytic reactivation. Firstly, several pathways related to the immune system were listed in the top 20 enriched KEGG terms, including complement and coagulation cascades, hematopoietic cell lineage, and Th1 and Th2 cell differentiation (Fig. 4A). This list also displayed other pathways involved in signaling interaction and transduction, such as neuroactive ligand-receptor interaction, ECM-receptor interaction, cytokine-cytokine receptor interaction, calcium signaling pathway, and PI3K-Akt signaling pathway, same as metabolism-related pathways that were also affected (Fig. 4A).

**Fig. 4:**
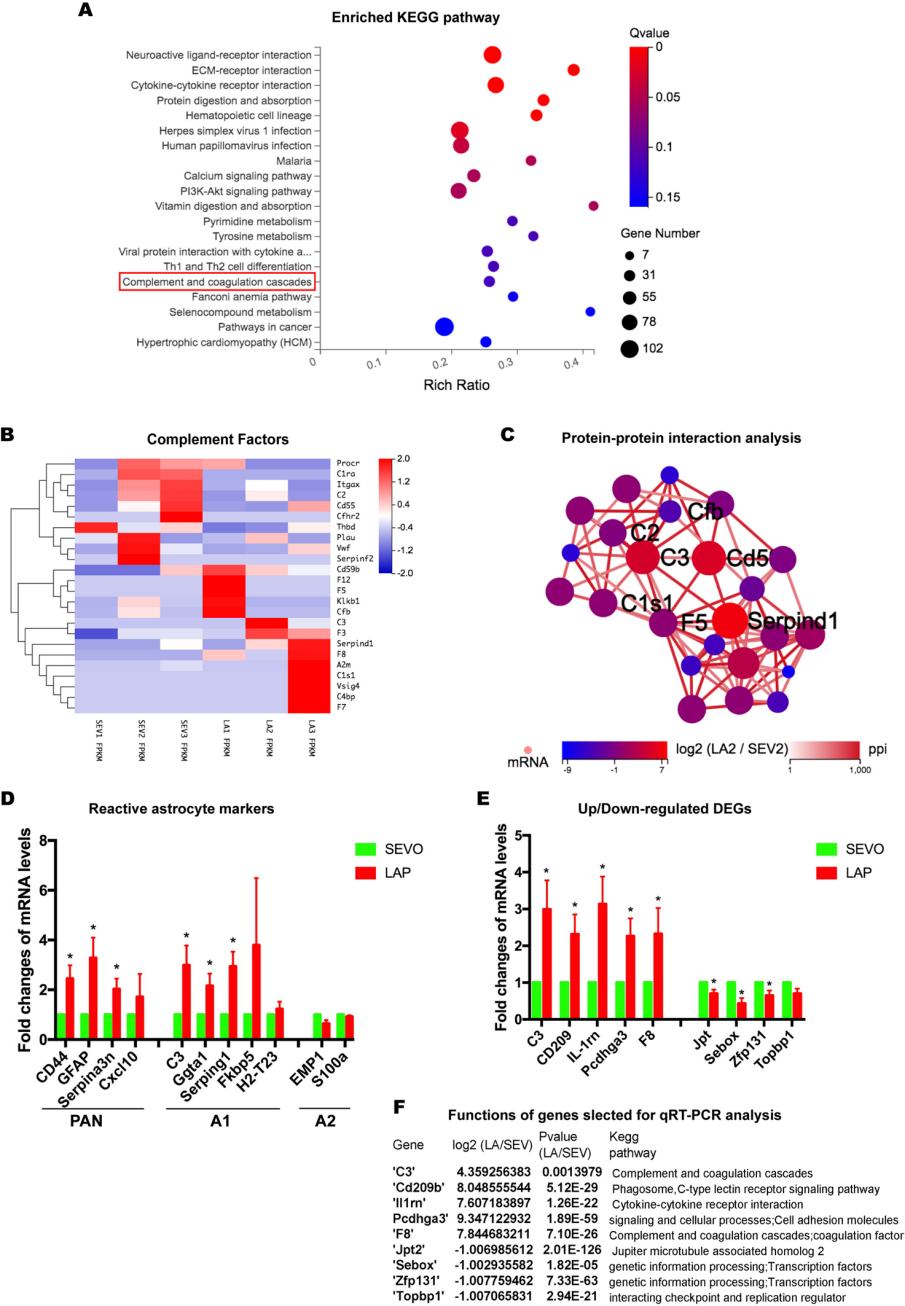
Hippocampal astrocytes from the postsurgical mice were identified as neurotoxic reactive astrocytes with the activation of complement cascades.** A**: the KEGG pathway analysis reveals the top 20 enrichments in the comparison between LAP mice and SEVO mice** B**: heatmap of 24 regulated complement factors, red represents upregulated genes and blue represents downregulated genes*.* **C**: protein–protein interaction network is based on 24 regulated complement factors. **D**: histogram shows relative mRNA levels of reactive astrocytic markers*.* **E**: histogram shows relative mRNA changes of selected genes for validation, n = 6–8 mice per group*.* **F**: the table shows the relative fold changes in RNA-seq analysis and functional properties of selected genes for RT-PCR validation. Data is presented as mean ± SEM. Student’s t test was performed to data analysis. * P < 0.05. SEVO = sevoflurane, LAP = laparotomy

Considered that the complement and coagulation cascades was highly involved in astrocytic reactivation, which was also associated with the development of cognitive deficits, we further examined the activation of complement cascades in postsurgical astrocytes. 

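All 24 complement and coagulation factors of Fig. 4B are in the deposited list, 14 with a higher and 10 with a lower mean count in the LAP group. Among the 14 with a higher mean (Cd59b, F12, F5, Klkb1, Cfb, C3, F3, Serpind1, F8, A2m, C1s1, Vsig4, C4bp and F7), 12 had more than 50% of their counts in a single library, and 6 were counted in that library alone. F12 (57 counts) and F5 (38 counts) were counted in LAP replicate 1 alone, and C4bp (47 counts), Vsig4 (15 counts), C1s1 (10 counts) and F7 (8 counts) in LAP replicate 3 alone. Cfb had 137 counts in LAP replicate 1 and 2 in each of the other two LAP libraries, against 0, 46 and 4 in the SEVO libraries. F3 had 285 ± 118 counts (SD, n = 3) in LAP and 118.7 ± 104 (SD, n = 3) in SEVO, a difference within the spread of the replicates (exact two-sided permutation test on log2 scaled counts, p = 0.3). In the counts as deposited, only F8 and Cd59b of these 14 were higher in every LAP library than in every SEVO library, and for Cd59b this was lost with TMM scaling. The counts of Cd59b are not whole numbers, so that reads shared with a similar gene leave its value uncertain. All 14 genes were at 0 in SEVO replicate 1. F8, on chromosome X of GRCm38 from 75172715 to 75382615, had 34, 11 and 67 counts in the LAP libraries and 0 in each SEVO library. Its LAP mean was 12.4-fold the limit of 3 counts, which covers counting error only (p = 0.1 in the exact permutation test, the smallest that 3 against 3 allow). In edgeR's quasi-likelihood test, 0 of the 24 genes had an adjusted p-value of at most 0.05, either over all genes or adjusted over the list alone, and 1 had an unadjusted p-value under 0.05. The study chose the list on these samples, so the list alone is not independent evidence. For the 24 genes together, limma's fry gene set test gave an adjusted p of 0.833 for a common direction and of 0.606 for changes in either direction (adjusted over 8 list tests). The common direction was higher in LAP with all libraries and lower without SEVO replicate 1. Without LAP replicate 1 the fitted direction of Klkb1 and Cfb changed, without LAP replicate 3 that of A2m changed, and without SEVO replicate 2 that of Plau and Vwf, which are among the 10 with a lower mean.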

Firstly, the heatmap of complement factors showing the relative expression of complement DEGs with elevation of Cd59b, F12, F5, Klkb1, Cfb, C3, F3, Serpind1, F8, A2m, C1s1, Vsig4, C4bp, and F7 in the LAP group (Fig. 4B). 

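The nodes of Fig. 4C are coloured by the ratio of LAP replicate 2 to SEVO replicate 2, which are single libraries without a replicate check. Between these libraries, 5 of the 24 complement factors had a higher count in LAP replicate 2, 11 had a lower count, and 8 were at 0 in both. C3 had 9 counts in LAP replicate 2 and 0 in SEVO replicate 2. Serpind1 had 27 counts against 0. Vwf fell from 741 counts in SEVO replicate 2 to 11 in LAP replicate 2, and C1ra from 44 to 0.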

The following protein–protein interaction analysis of complement factors suggested that C3 was one of the central factors in complement activation induced by surgery (Fig. 4C).

Upregulation of C3 and activation of complement in postsurgical reactive astrocytes suggested that surgery could cause the neurotoxic phenotype of reactive astrocytes. Thus, we investigated the changes of reactive astrocyte markers by RT-PCR to further characterize these reactive astrocytes in the postsurgical hippocampal region. Compared to the SEVO group as control, GLAST^+^ astrocytes in the LAP group showed a significant increase in pan-active astrocyte markers (Gfap, Cd44 and Serpina3n) and A1 astrocyte markers (C3, Ggta1, and Serping1), but no change was found in A2 astrocyte markers (Emp-1, S100a), proving that surgery induced reactive astrocytes in the hippocampus was A1 neurotoxic phenotype (Fig. 4D). Besides, we selected 9 genes involved in inflammation or transcriptional activities (Fig. 4F**)**, and measured their expression by RT-PCR to further verify the RNA-seq results (Fig. 4E). These genes exhibited similar changes to the RNA-seq analysis, with 5 genes (C3, Cd209, Il-1rn, Pcdhga3, F8) upregulated and 4 genes (Jpt, Sebox, Zfp131, Topbp1) downregulated **(**Fig. 4E).

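In the RNA-seq libraries, 4 of the 5 genes reported as upregulated were at 0 in at least 1 LAP library, and all 5 were at 0 in every SEVO library. Cd209b (chromosome 8, 3917655 to 3926844 on GRCm38) had 110, 19 and 0 counts in LAP replicates 1, 2 and 3. Its LAP mean was 14.3-fold the limit of 3 counts, which covers counting error only (exact two-sided permutation test, p = 0.4). Il1rn (chromosome 2, 24336853 to 24351494) had 95 counts in LAP replicate 1 and 0 in the others. Its LAP mean was 10.6-fold the same limit, and this value rests on that library alone. Pcdhga3 (chromosome 18, 37674307 to 37841873) had 317 counts in LAP replicate 3 and 0 in the others. Its value is uncertain, because genes of the protocadherin gamma cluster share exons and 100% of the counts above 0 of the 13 listed genes of the cluster are not whole numbers. Among the genes reported as downregulated, Jpt2 (chromosome 17, 24937419 to 24960689) had 1124 ± 1177 counts (SD, n = 3) in SEVO and 545 ± 533 (SD, n = 3) in LAP. Zfp131 had 550 ± 475 (SD, n = 3) and 266 ± 208.9 (SD, n = 3), Topbp1 176 ± 168 (SD, n = 3) and 85.3 ± 38.6 (SD, n = 3), and Sebox 36.3 ± 51.3 (SD, n = 3) and 17.7 ± 16.3 (SD, n = 3). These differences lie within the spread of the replicates, with exact two-sided permutation p-values of 0.7 for Jpt2, 0.6 for Zfp131, 1.0 for Topbp1 and 1.0 for Sebox. The log2 ratios of the group means were -1.04 for Jpt2, -1.05 for Zfp131, -1.04 for Topbp1 and -1.04 for Sebox, whereas the mean log2 counts of Topbp1 differed by 0.79 in the other direction. None of the 9 genes had an adjusted p-value of at most 0.05 over all genes in edgeR's quasi-likelihood test, and 4 had an unadjusted p-value under 0.05. Adjusted over the list alone, which the study chose on these samples, 1 gene passed: Pcdhga3, whose counts come from LAP replicate 3 (adjusted p = 0.0336, exact permutation p = 1.0). The fitted log2 fold change of Jpt2 was 0.17 without SEVO replicate 1 and also 0.17 without LAP replicate 3, that of Sebox was 1.34 without SEVO replicate 3, and that of Topbp1 was 0.25 without SEVO replicate 2.

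**Figure D5:**
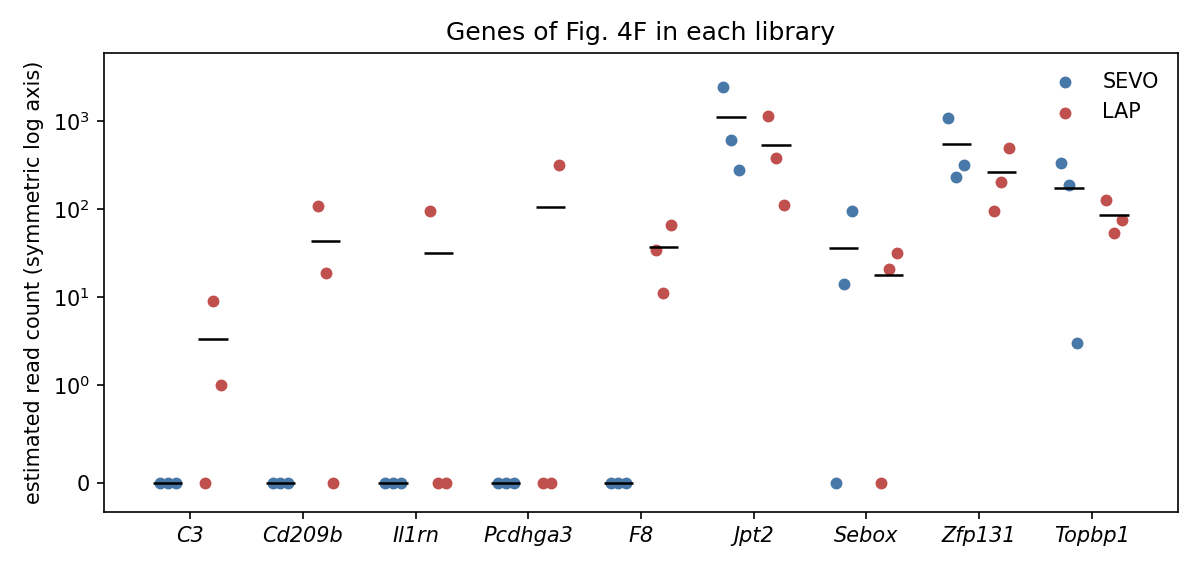
Estimated read counts of the 9 genes in each library, as points (blue SEVO, red LAP) with the group mean as a line, on a symmetric log axis that includes 0. F8 is above 0 in all 3 LAP libraries, while Il1rn and Pcdhga3 are above 0 in 1.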

Thus, surgery induced reactive astrocytes were identified as the neurotoxic phenotype, featured by the complement activation and C3 upregulation as the central molecular player.

### Astrocytic But Not Microglial C3 Increased in the Hippocampus After Laparotomy

Recent studies have demonstrated that neurotoxic reactive astrocytes in pathological conditions were able to produce C3, which accelerated the pathogenesis of cognitive impairment in various neurodegenerative diseases. (Liddelow et al. 2017; Clarke et al. 2018; Chen et al. 2022b). The RNA-seq results already showed that the transcription of C3 was increased in surgery-induced A1 astrocytes. Thus, we examined the protein level of C3 and its colocalization in the postsurgical hippocampus to further verify previous findings. 

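C3 (Entrez gene 12266) lies on the minus strand of chromosome 17 of GRCm38, from 57203970 to 57228136. It had 0 counts in each SEVO library, and 0, 9 and 1 counts in LAP replicates 1, 2 and 3, so that 90% of its 10 counts come from LAP replicate 2. The mean was 3.33 ± 4.93 counts (SD, n = 3) in LAP. The counts of LAP replicates 1 and 3 were also under the limit of 3 counts that a count of 0 allows. The fitted log2 fold change was 5.14 (standard error 3.77, adjusted p = 0.772 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and its size depends on the prior count because the SEVO libraries are at 0. An exact two-sided permutation test on log2 scaled counts gave p = 0.4. Without LAP replicate 2, the fitted value was 2.57. With these counts and this spread among replicates, a difference in C3 between the groups was not detectable.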

Firstly, the results showed that hippocampal C3 protein levels were significantly increased in the LAP group on POD 7, compared to the SEVO group (Fig. 5A-B**,** raw blots seen in Suppl. Fig. 4A). Furthermore, immunofluorescent co-staining of C3 and astrocytic marker GFAP showed that total C3 immunoreactivity in the hippocampus and average intensity of C3 within GFAP^+^ cells were both higher in the LAP group than that in the CON and SEVO groups, with a greater colocalization with GFAP^+^ area in the LAP group on POD 7. This result indicated that C3 was increased in the postsurgical hippocampus and mainly colocalized with GFAP^+^ astrocytes (Fig. 5C-F). However, there was little colocalization of C3 and microglial marker Iba-1 (Fig. 5G). Similar to the change on POD7, C3 protein levels from total hippocampal lysate, total C3 immunoreactivity and average intensity of C3 within GFAP^+^ astrocytes in the hippocampus were increased in the LAP mice on POD14, while the colocalization of C3 with GFAP^+^ area did not show any significant change (Suppl. Fig. 1). Thus, we concluded that surgery induced C3 upregulation in the hippocampus on both POD 7 and 14, which was mainly derived from astrocytes other than microglia, and the changes of astrocytic C3 were related with the change of C3 mRNA levels.

**Fig. 5:**
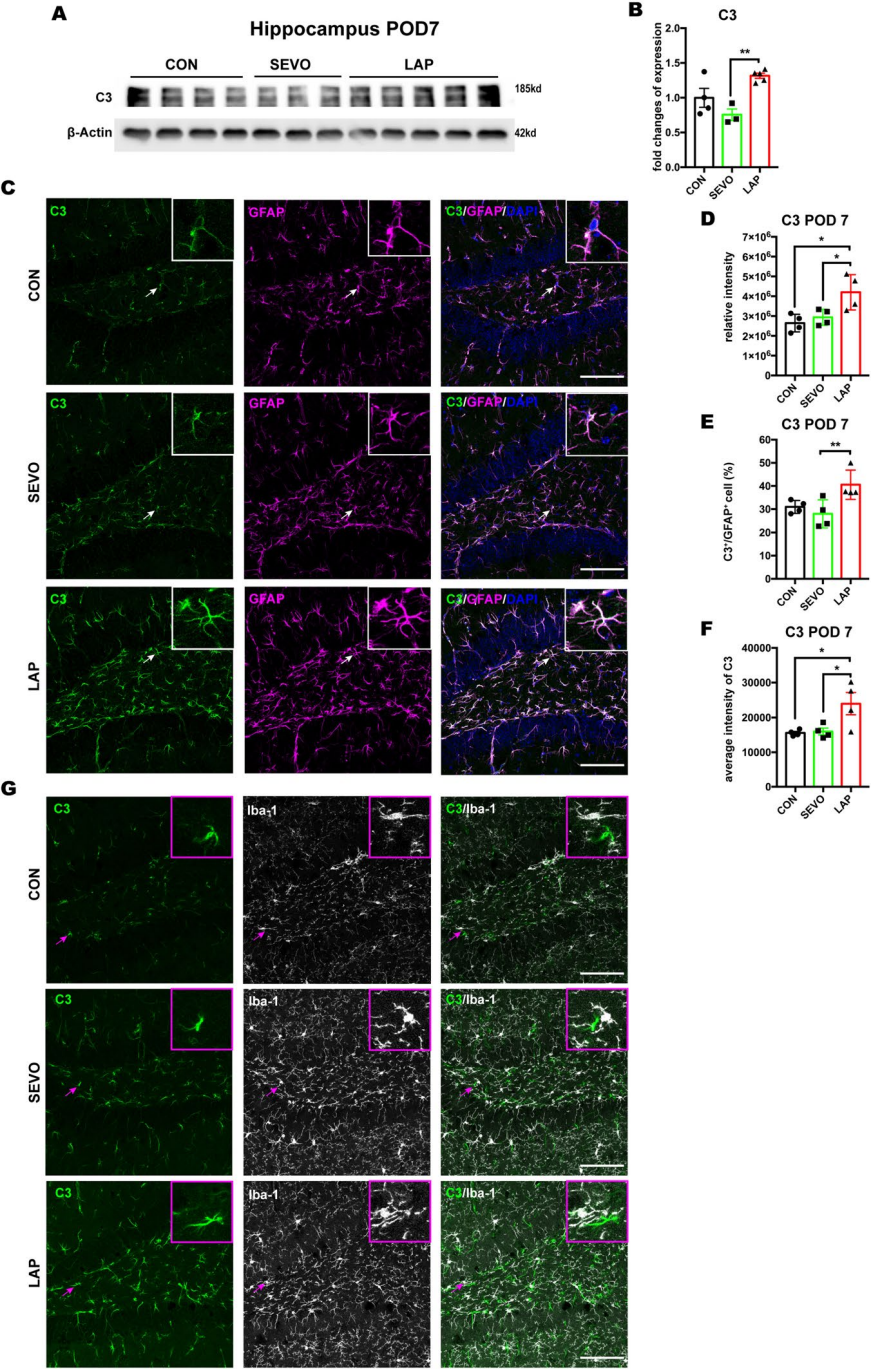
The increase of C3 was observed in astrocytes but not in microglia in the postsurgical hippocampus on POD7.** A-B:** Western blot analysis of C3 protein level in the hippocampus on POD 7, normalized by β-Actin expression, n = 3–5 mice per group. **C:** representative confocal images depict the colocalization of C3 (green) and astrocytic marker GFAP (magenta) staining in the hippocampus on POD7, scale bar: 100um. **D-F:** histograms show the quantified analysis of total C3 intensity (**D)**, the percentage of C3^+^ signal occupied within GFAP^+^ area (**E**), and average C3 intensity within GFAP^+^ cell (**F**), n = 3–4 mice per group. **G**: representative confocal images depict rare colocalization of C3 (green) and microglial marker Iba-1 (gray) in the hippocampus. The representative images were from hippocampal DG area. The average of DG, CA1 and CA3 areas were used for statistical analysis. Data is presented as mean ± SEM. One-way ANOVA with Tukey’s multiple comparison test was used for data analysis, * P < 0.05, **P < 0.01, ***P < 0.001. POD = post-operative day, CON = control, SEVO = sevoflurane, LAP = laparotomy

### Inhibition of C3 by AAV9-C3shRNA Attenuated Postoperative Cognitive Impairment

To further investigate the role of C3 in cognitive impairment following surgery, we inhibited cerebral C3 by intracerebroventricular injection of AAV9-C3shRNA 14 days before laparotomy and assessed the changes in cognitive testing on POD 14 (Fig. 6A**,** raw blots seen in Suppl. Fig. 4B). The change of body weight showed that laparotomy resulted in significant body weight loss on POD3, while C3 inhibition did not affect body weight of the sevoflurane or laparotomy mice (Suppl. Fig. 2C).The protein levels of hippocampal C3 suggested that AAV9 delivery of anti-C3shRNA successfully suppressed surgery-induced C3 upregulation compared to postsurgical mice treated by AAV9-GFP controls, while not affecting C3 expression in the sevoflurane mice (Fig. 6B-C). Moreover, AAV9-mediated C3 restriction significantly improved cognitive performance of postsurgical mice in both Y-maze and NOR tests compared to AAV9-GFP counterparts. In contrast, we did not find any significant difference between the SEVO + AAV9-GFP and SEVO + AAV9-C3shRNA mice (Fig. 6D-G). The open field test conducted on POD4 showed that no significant difference was found in the central duration time, total distance, and grid crossing frequency among 4 groups, indicating that neither anxiety-like behavior nor locomotor impairment was inducted by laparotomy or C3 inhibition (Suppl. Fig. 2D-F). These behavioral data suggested that the cognitive alternation during postoperative period highly correlated to C3 activation.

**Fig. 6:**
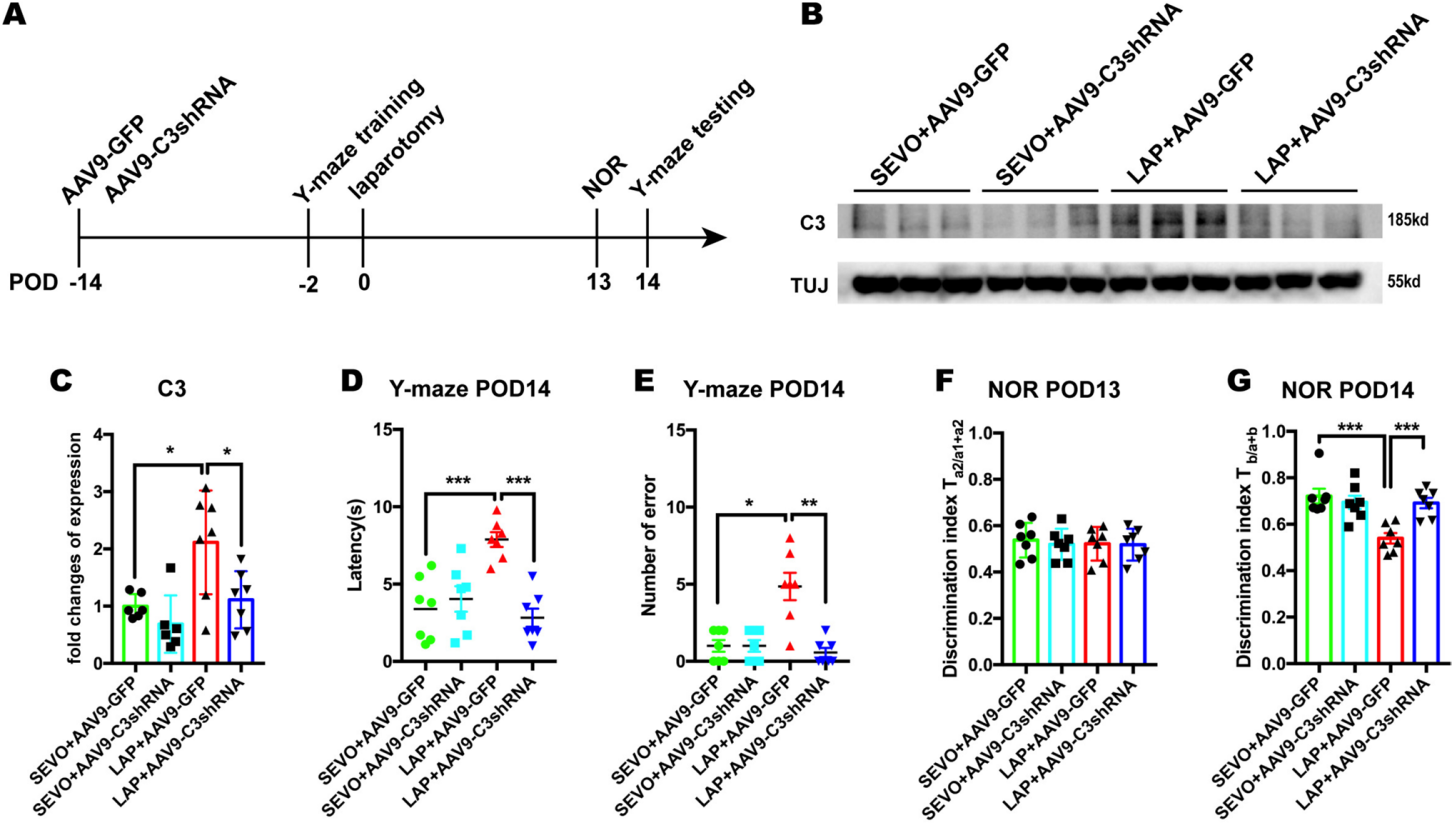
C3 knock-down attenuated post-operative cognitive impairment. **A:** Schema of the experimental design of C3 intervention. **B-C**: Western blot analysis of hippocampal C3 protein level on POD14. Two-way ANOVA with Bonferroni’s multiple comparison test with n = 6–7 mice per group. **D-E**: Y-maze test on POD 14, including: the latency on POD14 (**D**), the number of errors on POD14 (**E**). Two-way ANOVA with Bonferroni’s multiple comparison test was applied to the analysis of latency, Kruskal–Wallis test with Dunn’s multiple comparison test was applied to the number of errors with n = 6–7 mice per group. **F-G**: NOR test on POD 14, including: discrimination index of two similar objects (A1 and A2) on POD13 training (**F**); discrimination index of novel object (**B**) on POD14 NOR testing (**G**). Two-way ANOVA with Bonferroni’s multiple comparison test with n = 6–7 mice per group

### Inhibition of C3 By AAV-C3shRNA Did Not Modulate Reactive Astrocytes and Expression of Cytokines

Since C3 has been shown to mediate pro-inflammatory responses, we also evaluated the postoperative change in astrocytes and in cytokines after C3 inhibition. Firstly, GFAP and C3 double staining showed that AAV9-mediated C3 suppression occurred only within hippocampal astrocytes of postsurgical mice but not in those exposed to sevoflurane only (Fig. 7A-C). However, C3 inhibition did not affect activated astrocytes, indicated by GFAP^+^ intensity, cell size and cell number (Fig. 7A, D-E). In addition, expression profiles of cytokines showed a decrease in MCP-1 induced by C3 inhibition only (Fig. 7F). Taken together, inhibition of C3 by AAV9 approach did not affect the activation state of reactive astrocytes and expression of various cytokines in the hippocampus. The results suggested that C3 was not the major factor to regulate neuroinflammation orchestrated by cytokines.

**Fig. 7:**
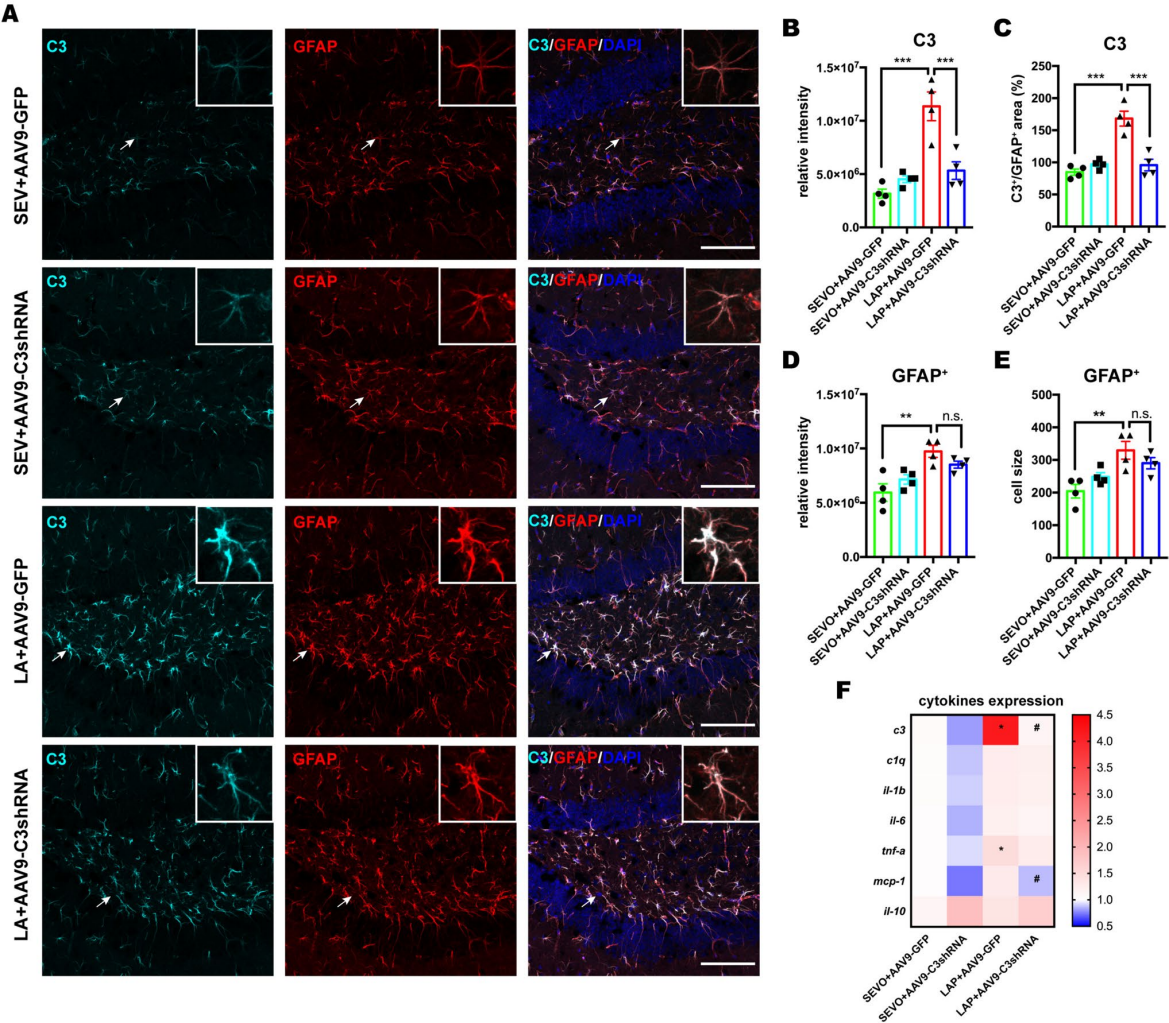
C3 knock-down had limited effects on activation of astrocytes and expression of cytokines.** A**: representative confocal images depicting colocalization of C3 (cyan) and astrocytic marker GFAP (red) staining in the hippocampus on POD14, scale bar: 100 um. **B-E**: histogram show the quantified analysis of total C3 intensity (**B**), the percentage of C3^+^ signal occupied within GFAP^+^ area (**C**), total GFAP intensity (**D**), and the average of GFAP^+^ cell size (**E**), Two-way ANOVA with Bonferroni’s multiple comparison test with n = 4 mice per group. **F**: heatmap of cytokine mRNA expression on POD 14, Two-way ANOVA with Bonferroni’s multiple comparison test with n = 6–7 mice per group; * P < 0.05 for LAP + AAV9-GFP versus SEVO + AAV9-GFP, # p < 0.05 for LAP + AAV9-C3shRNA versus LAP + AAV9-GFP. Data is presented as mean ± SEM, * P < 0.05, **P < 0.01, ***P < 0.001. POD = post-operative day, SEVO = sevoflurane, LAP = laparotomy, AAV9-GFP = AV9 viral vector contains GFP sequence, AAV9-C3 shRNA contains C3 shRNA sequence and GFP sequence

### Inhibition of C3 By AAV-C3shRNA Attenuated Microglia to Phagocytose Synapses

Another role of complement C3 in the CNS is to mediate engulfment (phagocytosis) of synapses by microglia. To further investigate the impact of C3 activation on hippocampal synapses, we assessed phagocytic activity of microglia in the hippocampus by performing high-resolution confocal imaging and 3D reconstruction analysis. Consistent with C3 activation, we found a significant augmentation of SYP^+^ presynaptic terminals engulfed within microglial lysosomes of postsurgical mice pretreated with AAV9-GFP compared to their SEVO + AAV9-GFP controls, which was significantly attenuated by AAV9 deliver of C3 shRNA in postsurgical mice **(**Fig. 8A-B). Then, we investigated the change of CD68 expression and activation of microglia in the hippocampus (Suppl. Fig. 3A). The results showed that a higher intensity of CD68 in the LAP group was decreased by C3 inhibition (Suppl. Fig. 3B), while the increase of Iba-1 intensity in the LAP group was not changed by C3 inhibition (Suppl. Fig. 3C). However, the size of Iba-1 positive cells in the postsurgical hippocampus was significantly reduced by C3 inhibition (Suppl. Fig. 3D). These findings suggested that C3 inhibition could not completely reverse activation of microglia, but alleviate phagocytic function in microglia at least.

**Fig. 8:**
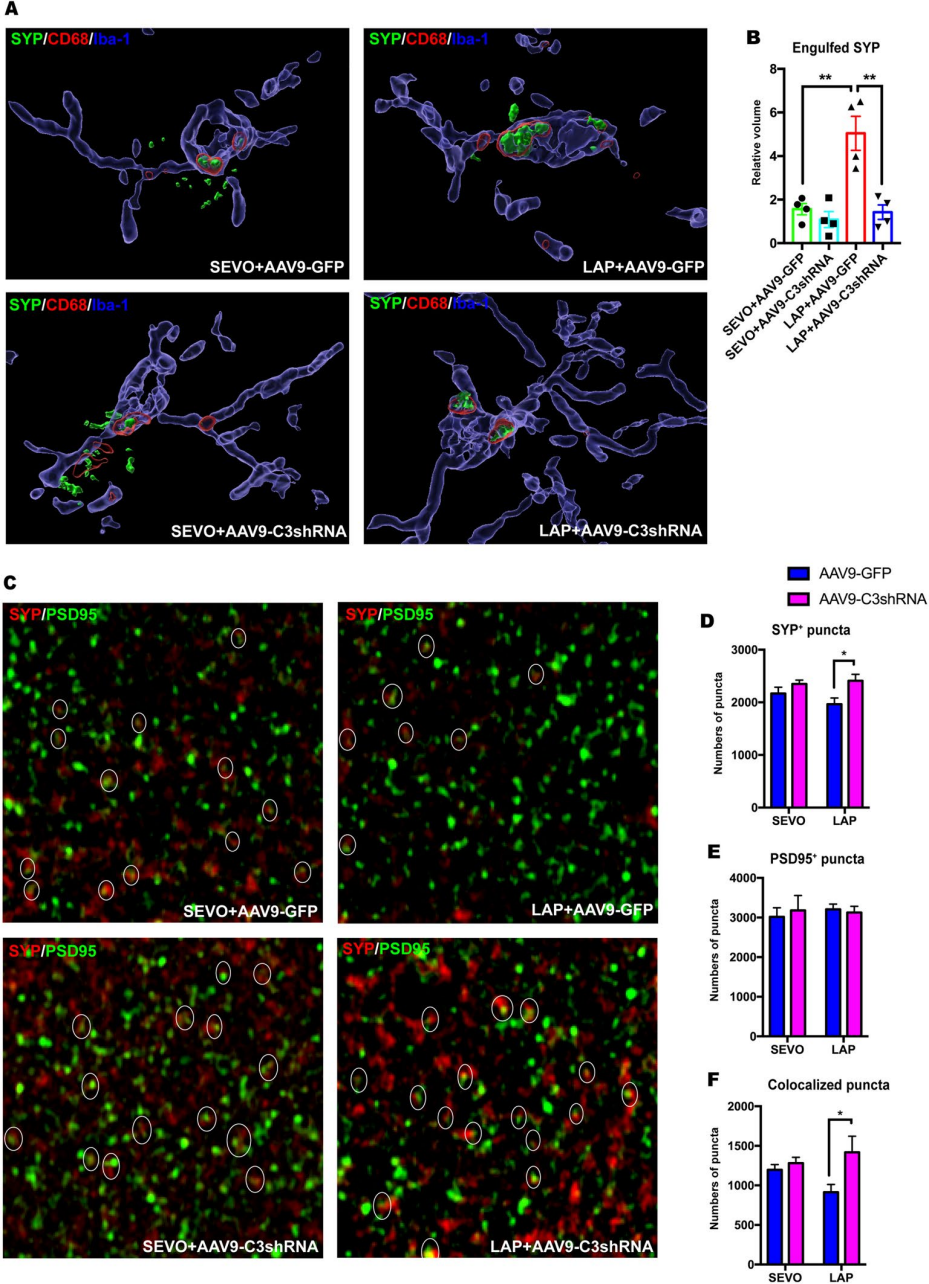
Knockdown of C3 prevented microglia-mediated engulfment of synapses and preserved synapse in the hippocampus.** A**: representative image of 3D reconstruction and surface rendering of pre-synaptic marker SYP (green), lysosome marker CD68 (red) and microglial marker Iba-1 (blue) depicting microglial engulfment of synapses; **B**: histogram of engulfed SYP volume showing that C3 knockdown can attenuate laparotomy-induced microglial engulfment of synapses on POD14. **C**: representative image of SYP^+^ (red) pre-synaptic and PSD95^+^ (green) post-synaptic puncta. **D-F**: histogram of puncta numbers showing that C3 knock-down augmented the number of SYP^+^ puncta (**D**), and colocalized puncta (**F**), with no significant difference of PSD95^+^ puncta (**E**). Two-way ANOVA with Bonferroni’s multiple comparison test with 6 cells per mouse, n = 4 mice per group. Data was presented as mean ± SEM, * P < 0.05, **P < 0.01, ***P < 0.001. PSD95: postsynaptic density protein 95, SYP: synaptophysin, SEVO = sevoflurane, LAP = laparotomy, AAV9-GFP = AAV9 control viral vector containing short non-sense sequence and GFP sequence, AAV9-C3 shRNA = AAV9 viral vector containing C3 shRNA sequence and GFP sequence

We next evaluated loss of synapses in the hippocampus and identified that knockdown of C3 by AAV9-shRNA approach significantly rescued the loss of SYP^+^ presynaptic terminals and SYP^+^/PSD95^+^ colocalized synaptic puncta in the postsurgical mice, which was consistent with C3-associated elimination of synapse by microglia (Fig. 8C-F). However, no significant change of PSD95^+^ postsynaptic terminals by either surgery or C3 inhibition was found. The results suggest that activation of C3 after surgery promoted engulfment of synapses by microglia, and suppression of C3 reduced phagocytosis of synapses by microglia. The results also explain why sustained activation of microglia could be found two weeks after post-surgery even though expression of cytokine returned to basal level.

## Discussion

Our previous studies have shown that laparotomy leads to systemic inflammation and neuroinflammation, phosphorylation of tau, production of β-amyloid peptides, and even cognitive dysfunctions (Huang et al. 2018a, b; Chu et al. 2022). While it has long been considered that systemic pro-inflammatory cytokines modulate neuroimmune responses of astrocytes and microglia, our previous findings have shown that the levels of cytokines in the periphery and in the brain are essentially returned to basal levels after 2 weeks of laparotomy (Huang et al. 2018a, b). However, both astrocytes and microglia retain in the activated state. While there are several hypotheses to explain sustained activation of microglia, we found that complement C3 plays significant roles in sustained activation of microglia and cognitive dysfunctions. By examining gene expression, C3 was the major pro-inflammatory factor retained at high levels 2-week after laparotomy. By using AAV-C3-shRNA to knockdown C3, cognitive dysfunctions were attenuated and microglia no longer phagocytose pre-synaptic density protein. However, C3 did not affect reactive state of astrocytes. Our findings are among the first to show the role of C3 in retaining neuroimmune responses after systemic immune responses. Although general clinical practice considers that suppression of body immune responses by anti-inflammatory medicine is sufficient, our previous findings demonstrate that neuroimmune responses may require special care to minimize the harmful effects of neuroinflammation even systemic inflammation is halted. Our current findings suggest that complement C3 is the most suitable molecular target to attenuate sustained activation of microglia and cognitive dysfunctions.

Neuroinflammation has been regarded as a vital component in the pathogenesis of perioperative neurocognitive disorders (Safavynia and Goldstein 2018; Luo et al. 2019). Previously, we observed early and rapid changes of cytokines, prolonged activation of microglia and cognitive impairment in the postsurgical mice, changes that could be minimized by anti-inflammation drugs (Chu et al. 2018; Huang et al. 2018b). However, it is unclear how the rapid rise and fall of cytokines result in prolonged cognitive dysfunctions and why there is sustained activation of microglia and the role they play. In addition to activation of microglia and rapid increases of IL-1β and TNF-α in the hippocampus, here we also reported reactive astrocytes and upregulation of complement C3. Unlike the temporary changes of cytokines, a delayed production of C3 coincides more closely with the appearance of postoperative cognitive deficits. Inflammatory factors such IL-1β, TNF-α, and C1q can induce reactive astrocytes, a major resource of cerebral C3 (Ben Haim et al. 2015; Liddelow et al. 2017; Hou et al. 2020). Thus, temporary rise of IL-1β and TNF-α on POD 1 may account for the observed activation of neurotoxic astrocytes and upregulation of C3 in this model.

It has been generally considered that C1q and C3 are upregulated and promoted elimination of synapses by microglia in the pathological brain (Stephan et al. 2012; Tenner et al. 2018). Neurons and activated microglia are the main sources of C1q in the brain (Veerhuis et al. 2011; Chen et al. 2022b), accumulated burden of Aβ plaques and disrupted synaptic structure induced an increase of C1q, which then tags the affected synapses (Fonseca et al. 2004; Dejanovic et al. 2018; Carvalho et al. 2019; Spurrier et al. 2022). Accumulation of C1q on synapses further triggered the activation of downstream molecule C3 and resulted in synaptic elimination by microglia via its complement receptors CR3 or C3aR (Fonseca et al. 2004; Hong et al. 2016; Litvinchuk et al. 2018). However, C3 is not only the downstream molecule of the classical pathway, C3 itself can directly initiate activation of the complement cascade via the alternative pathway (Propson et al. 2021; Chen et al. 2022b). In addition, previous findings on demyelinating diseases demonstrated that C3 can bind to myelin directly and mediate engulfment of synapses by microglia (Sospedra and Martin 2005; Werneburg et al. 2020). In this study, only C3 but not C1q was increased after laparotomy, which implicates activation of microglia to perform phagocytosis of synapses. In agreement with this line of thinking, we also demonstrated that knockdown of C3 can successfully preserve synapses in the postsurgical hippocampus and cognitive functions. Thus, it is C3 that stimulates microglia phagocytosis even in the low level of C1q, which leads to phagocytosis of tagged or non-tagged synapses. Besides, our data also showed that suppression of C3 decreased microglial cell size and CD68 expression, but did not affect astrocyte activation or expression of cytokines, which suggested that C3 acts as the major factor to sustain activation of microglia, which is independent of astrocytes and cytokines.

Functioning astrocytes are not only essential for brain health but also play a significant role in neuroinflammation (Ben Haim et al. 2015; Dallérac and Rouach 2016). They can become reactive in response to a variety of pathological stimuli, including tissue injury, infection, ischemia, and also in neurodegenerative conditions (Ben Haim et al. 2015; Dallérac and Rouach 2016; Liddelow et al. 2017; Clarke et al. 2018). Astrocytic reactivity can also be induced by cytokines, aberrant proteins, or an imbalance in neurotransmitters and is initially characterized by hypertrophy and GFAP overexpression (Wilhelmsson et al. 2006; Ben Haim et al. 2015). Reactive astrocytes could be classified into two phenotypes: the neurotoxic (or A1) and the neurotrophic (or A2) astrocytes (Ben Haim et al. 2015; Liddelow et al. 2017). A1 astrocytes upregulate various complement components and C3 is considered as one of the markers of A1 astrocytes (Liddelow et al. 2017). These neurotoxic astrocytes are present in multiple neurodegenerative diseases, such as Alzheimer’s disease and multiple sclerosis (Liddelow et al. 2017; Li et al. 2020). Our data showed that hypertrophic astrocytes with higher GFAP expression are found in the hippocampus of mice from the laparotomy group and further identified as A1 astrocytes by overexpression of pan and A1 markers, indicating the reactive astrocyte is neurotoxic.

There are several limitations of the experimental model used in this study that will restrict its generalizability as we used only young male mice and examined only the hippocampal region. We acknowledge that perioperative neurocognitive disorders occur more in the elderly and is not gender specific, although the data is supportive of our hypothesis, more studies being directed at aged animals and both sexes are needed in the future. Another major limitation is the knock-down of cerebral C3 by general anti-C3 shRNA viral vector rather than specific knock-down of astrocytic C3. This will likely result in the suppression of neuronal or glial C3 could affect cognitive behaviors. Additionally, there is an age dependent variation to C3 expression (Veerhuis et al. 2011; Luchena et al. 2018) but we only examine young adult mice so the results may not be applicable to other age groups. Furthermore, we did not perform any experiments involving overexpression of C3 and evaluate its effect. Further studies using conditional C3 knock-down viral vector and C3 overexpression mice could be helpful to confirm the protective effects of C3 knock-down in perioperative neurocognitive disorders.

Taken together, our results demonstrated that complement C3 was the major pro-inflammatory factor keeping at the high levels in the hippocampus 2 weeks after laparotomy, while most of cytokines returned to basal levels. Inhibition of C3 prevented phagocytosis of synapse by microglia and attenuated cognitive dysfunctions without affecting activation of astrocytes and expression of cytokines. These findings demonstrated that complement C3 plays significant roles in retaining neuroimmune responses after systemic immune responses, which originally explained how sustained activation of microglia and cognitive dysfunctions happens while various cytokines returned to basal levels. This gives further supports to develop a therapeutic strategy that targets complement C3 to attenuate sustained activation of microglia and cognitive dysfunctions.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1

## Data Availability

The datasets generated or analysed during the current study are available in the HKU Data Repository, figshare, DOI 10.25442/hku.21399510. The sequencing data that support the findings of this study have been deposited in GEO with the accession number: GSE199318.

# Supplementary material for: Complement C3 From Astrocytes Plays Significant Roles in Sustained Activation of Microglia and Cognitive Dysfunctions Triggered by Systemic Inflammation After Laparotomy in Adult Male Mice
**Source:** J Neuroimmune Pharmacol. 2024 Mar 1;19(1):8. doi: 10.1007/s11481-024-10107-z
**Supplement:** Supplementary file 1 — Supplementary file1

**Supplementary Materials**

**Materials and Methods**

**Behavioral Tests**

**Open field (OF) test:** The OF test is a classical behavior test used to evaluate locomotor activity and the level of anxiety in rodents that relies on their spontaneous and exploring activities. After 30 min habituation in a dimly lit behavioral room, the mouse was placed into the white enclosed gridded arena with an area of 40 cm X 40 cm X 40 cm and was allowed to freely explore for 10 min as previously described (Liu et al., 2022). The arena was divided equally into 25 square zones with the middle 9 zones demarcated as the central area. The total exploration time spent in the central area is indicative of the anxiety level of mice, and the total exploration distance and total frequency of grid lines crossing being an indicator of locomotor activity.

**Novel objection recognition (NOR) Test:** The NOR test assesses the rodent’s ability to recognize novel objects in a controlled environment and is a measure of recognition memory, which was performed according to previously described protocol with minor modification (Liu et al., 2022). Twenty-four hours prior to conducting the test, the mice were habituated in an empty open field arena with evenly lit conditions. On Day 1 for familiarization, two identical objects (A_1_+ A_2_) were placed in opposite, but symmetric sides of the arena and the mouse was allowed to freely explore the two objects for 10min. On Day 2 for discrimination, one of object (A) was replaced with a novel object (B), and the mouse was placed back into the same arena and allowed to explore the objects (A + B) for 10 min, and their behavior was video recorded. An interaction with an object was defined by the mouse nose pointing at and/or touching the object. The discrimination index is the ratio of the exploration time with novel object (B) over the sum of the total exploration time with objects (A + B).

**Forced alternation Y-maze test:** This Y-maze test is used for determining hippocampus-dependent memory function as described before (Huang et al., 2018). The testing device contains two dark arms that can deliver a small electric shock and one white safe, i.e., shock free arm with a transparent cover. During preoperative training, the mice was allowed to habituate in the Y-maze for 10 min for free alternations. After that, the mouse was placed in one of the ends of a dark arm, and electric shocks (2 Hz for 10 s at 40 ± 5 V) were applied to force the mouse to enter the white arm and to stay there for 30 s, which then is regarded as a correct choice. Training was considered successful if the mouse makes 9 consecutive correct choices. During the testing phase, the mouse was placed alternately in one of the dark arms on ten occasions. The number of incorrect choices and the time taken (latency) to enter the white arm were recorded to evaluate the learning and memory functions of mice.

**Total mRNA extraction and RT-PCR**

After behavioral tests, the mice were euthanatized by CO_2_ asphyxiation and subjected to trans-cardiac perfusion with cold saline. The hippocampi were dissected and stored at -80^0^C. The right side of hippocampus was used for total mRNA extraction and the left side of hippocampus were used for protein extraction. Total mRNA was isolated by using RNAiso plus (Takara, Japan, Cat. # 9109). Only those mRNA samples with the ratio of OD260/280 being between 1.8-2.0, were qualified to be converted into complementary DNA (cDNA) by using the PrimeScript^TM^ Master Mix Kit (Takara, Japan, Cat. # RR036B). The expression of complement factors, cytokines and other genes were assessed by real-time PCR using TB green premixed reagent (Takara, Japan, Cat. # RR820A). The primers used in this current study are listed in Suppl. Table 1.

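The table gives 27 primer pairs, 26 for mouse genes and 1 for GFP. Each primer was matched to the GENCODE M21 transcripts of GRCm38. For 25 of the 26 mouse pairs, the forward primer matched the sense strand and the reverse primer the antisense strand of the same gene. The pair named S100a matched S100a10, the pair named CD209 matched Cd209b, and the pair named C1q matched C1qa. For Serping1, the forward and reverse entries are the same sequence, GCCCATGATGAGTAGCGTAAA, which matched the sense strand of Serping1.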

**Western Blot analysis**

The dissected hippocampi from the left hemispheres were homogenized by RIPA lysis buffer containing proteases and phosphatase inhibitors. The protein supernatants were collected and measured by BCA assay. Denatured proteins were subjected to 8-12% SDS-PAGE gel electrophoresis and transferred onto PVDF membranes (Bio-rad, USA). After blocking with 10% non-fat milk solution, the membranes were incubated with specific primary antibodies: complement C3 (1:500, Invitrogen, USA, Cat. # PA5-21349), β-actin (1:1000, Sigma, USA, Cat. # A5441), β-tubulin (1:1000, CST, USA, Cat. # 2128) overnight at 4 ^0^C and subsequently incubated with HRP-conjugated secondary antibodies (1:20000, Jackson, USA, Cat. # 115-035-003, # 111-035-003) for 2 h at room temperature. The protein bands were visualized by enhanced chemiluminescence reagents and captured by ChemiDoc^TM^ Touch Imaging System (Bio-Rad, USA). The intensity of bands was quantified by ImageJ.

**Immunofluorescent Staining**

Harvested brains were immersed in 4% PFA at 4^0^C for 24 h, followed by 20%-30% sucrose solution dehydration. The tissue was then embedded in O.C.T and after it solidified, the brains were cut into 20um-thickness coronal cryosection. The brain sections were blocked in Phosphate buffer saline (PBS) with 5% bovine serum albumin (BSA, Sigma, USA) and 0.3% Triton^TM^-100 (Sigma, USA, Cat. # 93433) at room temperature for 1h, then incubated with specific primary antibodies: GFAP (1:800 Sigma, USA, Cat. # G3893), Iba-1 (1:500 Wako, Japan, Cat. # 016-26721), CD68 (1:200 Invitrogen, USA, Cat. # MA5-16674), C3 (1:200 Abcam, USA, Cat. # ab11862), Synaptophysin (SYP, 1:500 SYSY, Germany, Cat. # 101004), PSD95 (1:500 SYSY, Germany, Cat. # 124003) overnight at 4^0^C. After rinsing with PBS, the sections were incubated with secondary antibodies conjugated with fluorochrome for 2 h at room temperature and mounted with Prolong Gold mounting medium containing DAPI (Thermo Fisher Scientific, USA, Cat. # P36931). The Z-stacks of fluorescent signals were captured at 0.3um steps by LSM 880 confocal microscope (Zeiss) equipped with airyscan detector, diode lasers (405 nm, 488 nm, 568 nm and 647 nm) and Zen black acquisition software.

**Microglial engulfment analysis**

Microglial engulfment analysis was performed according to the previously published protocol with slight modification (Werneburg et al., 2020). Brain sections containing hippocampal region in mouse were stained with SYP, Iba-1 and CD68 antibodies and imaged by a Zeiss LSD880 confocal microscope and Zeiss acquisition software. 6-8 cells from randomly chosen 63x field of view within hippocampal region of each mouse were acquired with 30-50 z stack steps at 0.3 um interval using Airyscan mode, followed by airyscan processing performed by Zeiss software. Engulfment analysis of individual cells was processed by IMARIS. 3D rendering surface of each channel was reconstructed respectively. Only the volume of SYP^+^ signal restricted within CD68-positive microglial lysosome were measured as engulfed SYP. Unbiased quantification of all images was performed blind to genotype or treatment of animals.

**Synaptic puncta analysis**

As for synaptic puncta analysis, the staining and analysis procedure was modified according to the previously described protocol (Ippolito and Eroglu, 2010). Briefly, the double immunofluorescent staining of SYP and PSD95 was applied to brain sections with hippocampal region. 2-3 randomly selected 63x field of view within hippocampal region were imaged 12 z stack steps at 0.3um interval in both 568 nm and 647 nm channel using Zeiss LSD880 confocal microscope and Zeiss acquisition software. Maximum intensity projection (MIP) was generated from 3 serial sections yielding a total of 4 MIPs, followed by synapse quantification by Image J software installed with “synaptic analyzer” plugin.

**Flow cytometry**

After mice were euthanized and quickly decapitated, the hippocampi were dissected in cold HBSS solution. After the removal of the meninges and blood vessels, the hippocampus was minced into small pieces and digested with Collagenase IV (5 ug/ml, Germany, Cat. # LS004188) with DNase I (100 ug/ml, Sigma, USA, Cat. # DN25) for 30 min at 37^0^C. After gentle pipetting and centrifuging at 300 g, the pellet was resuspended with PBS and passed through a 70-um strainer. The single cell suspension was centrifuged again for 10 min at 300 g. The pellet was resuspended by 30% percoll and centrifuged without braking at 700 g 30 min at 20^0^C to get rid of the myelin. The cell pellet was then resuspended in 100 ul of a blocking buffer consisting of PBS with 0.5% BSA.

All flow cytometry staining was performed at 4^0^C. 2 ul of Fc receptor blocking reagent (Biolegend, USA, Cat. # 156604) was added and incubated for 10 min. Subsequently, the cell suspension was incubated for 20 min with anti-mouse GLAST primary antibody (conjugated to APC, 1:50, Miltenyi, Germany, Cat. # 130-123-555). To distinguish between live and dead cells, 3 mM of DAPI stain was add and incubated for 10min. After washing with the blocking buffer, the cell pellet was resuspended in 500 ul of blocking buffer.

A FACS Aria™ Fusion Flow Cytometer (BD biosciences, USA) was used for cell sorting. DAPI^-^/GLAST^+^ cells as live astrocytes were sorted into separated tubes and consistently kept in a 4^0^C environment. DAPI^-^/GLAST^+^ sorted cells were centrifuged at 6000 g for 5 min at 4^0^C. Total RNA of the sorted cell pellet was extracted by using the RNeasy Micro kit (Qiagen, Germany, Cat. # 74004), genomic DNA was removed by DNase digestion. The concentration and purity were measured by Nanodrop and Agilent 2100 bioanalyzer.

**RNA-sequencing**

The total RNA of sorted GLAST^+^ cells pooled from 6 different hippocampi were considered as one biological replicate, and for each group (viz SEVO and LAP), 3 biological replicates were used to perform the RNA-seq. The quality of the total RNA yield was assessed by Agilent2100. Total RNA was purified, fragmented and reverse transcribed into cDNA, followed by poly-A tail ligation and enrichment. Sequencing was performed on DNBSEQ platform developed by Beijing Genomics Institute. Before analysis, 4GB clean reads from each sample were obtained after filtering and the removal of low-quality reads and mapped to the reference genome and reference gene by using the HISAT and Bowtie databases separately. The differential expression genes (DEGs) were defined by DEGseq with the settings: |log2 (foldchange)|≥1 and Q value ≤0.05, followed by Gene Ontology and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis. 

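The authors' deposited table shows how the fold changes were formed. Its group columns, headed as averages, equal the sums of the 3 libraries' counts for all but 2 of the 3777 genes. The log2 fold change in the authors' deposited table equals the log2 ratio of these sums plus a constant of 0.0373, with a sum of 0 replaced by 0.5. Computed in this way, the value came within 0.01 of the authors' for 3776 genes. The sum was 0 in a group for 831 genes, 382 of them in SEVO and 449 in LAP. The smallest absolute log2 fold change in the authors' deposited table is 1.00 and the largest Q value 0.0497. Sums over a group carry no replicate spread, so a gene counted in 1 library enters as the same sum as a gene counted evenly in all 3. The mean count over the 6 libraries was under 10 for 1287 of the listed genes (34.1%).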

The expression level was visualized by fragment per kilobase million (FPKM).

**Table 1: The list of primers used in this current study.**

Huang C, Chu JM, Liu Y, Chang RC, Wong GT (2018) Varenicline reduces DNA damage, tau mislocalization and post surgical cognitive impairment in aged mice. Neuropharmacology 143:217-227.

Ippolito DM, Eroglu C (2010) Quantifying synapses: an immunocytochemistry-based assay to quantify synapse number. Journal of visualized experiments : JoVE.

Liu Y, Chu JMT, Ran Y, Zhang Y, Chang RCC, Wong GTC (2022) Prehabilitative resistance exercise reduces neuroinflammation and improves mitochondrial health in aged mice with perioperative neurocognitive disorders. Journal of neuroinflammation 19:150.

Werneburg S, Jung J, Kunjamma RB, Ha SK, Luciano NJ, Willis CM, Gao G, Biscola NP, Havton LA, Crocker SJ, Popko B, Reich DS, Schafer DP (2020) Targeted Complement Inhibition at Synapses Prevents Microglial Synaptic Engulfment and Synapse Loss in Demyelinating Disease. Immunity 52:167-182.e167.

**Suppliementary Figures:**

**Suppl. Figure 1**

***
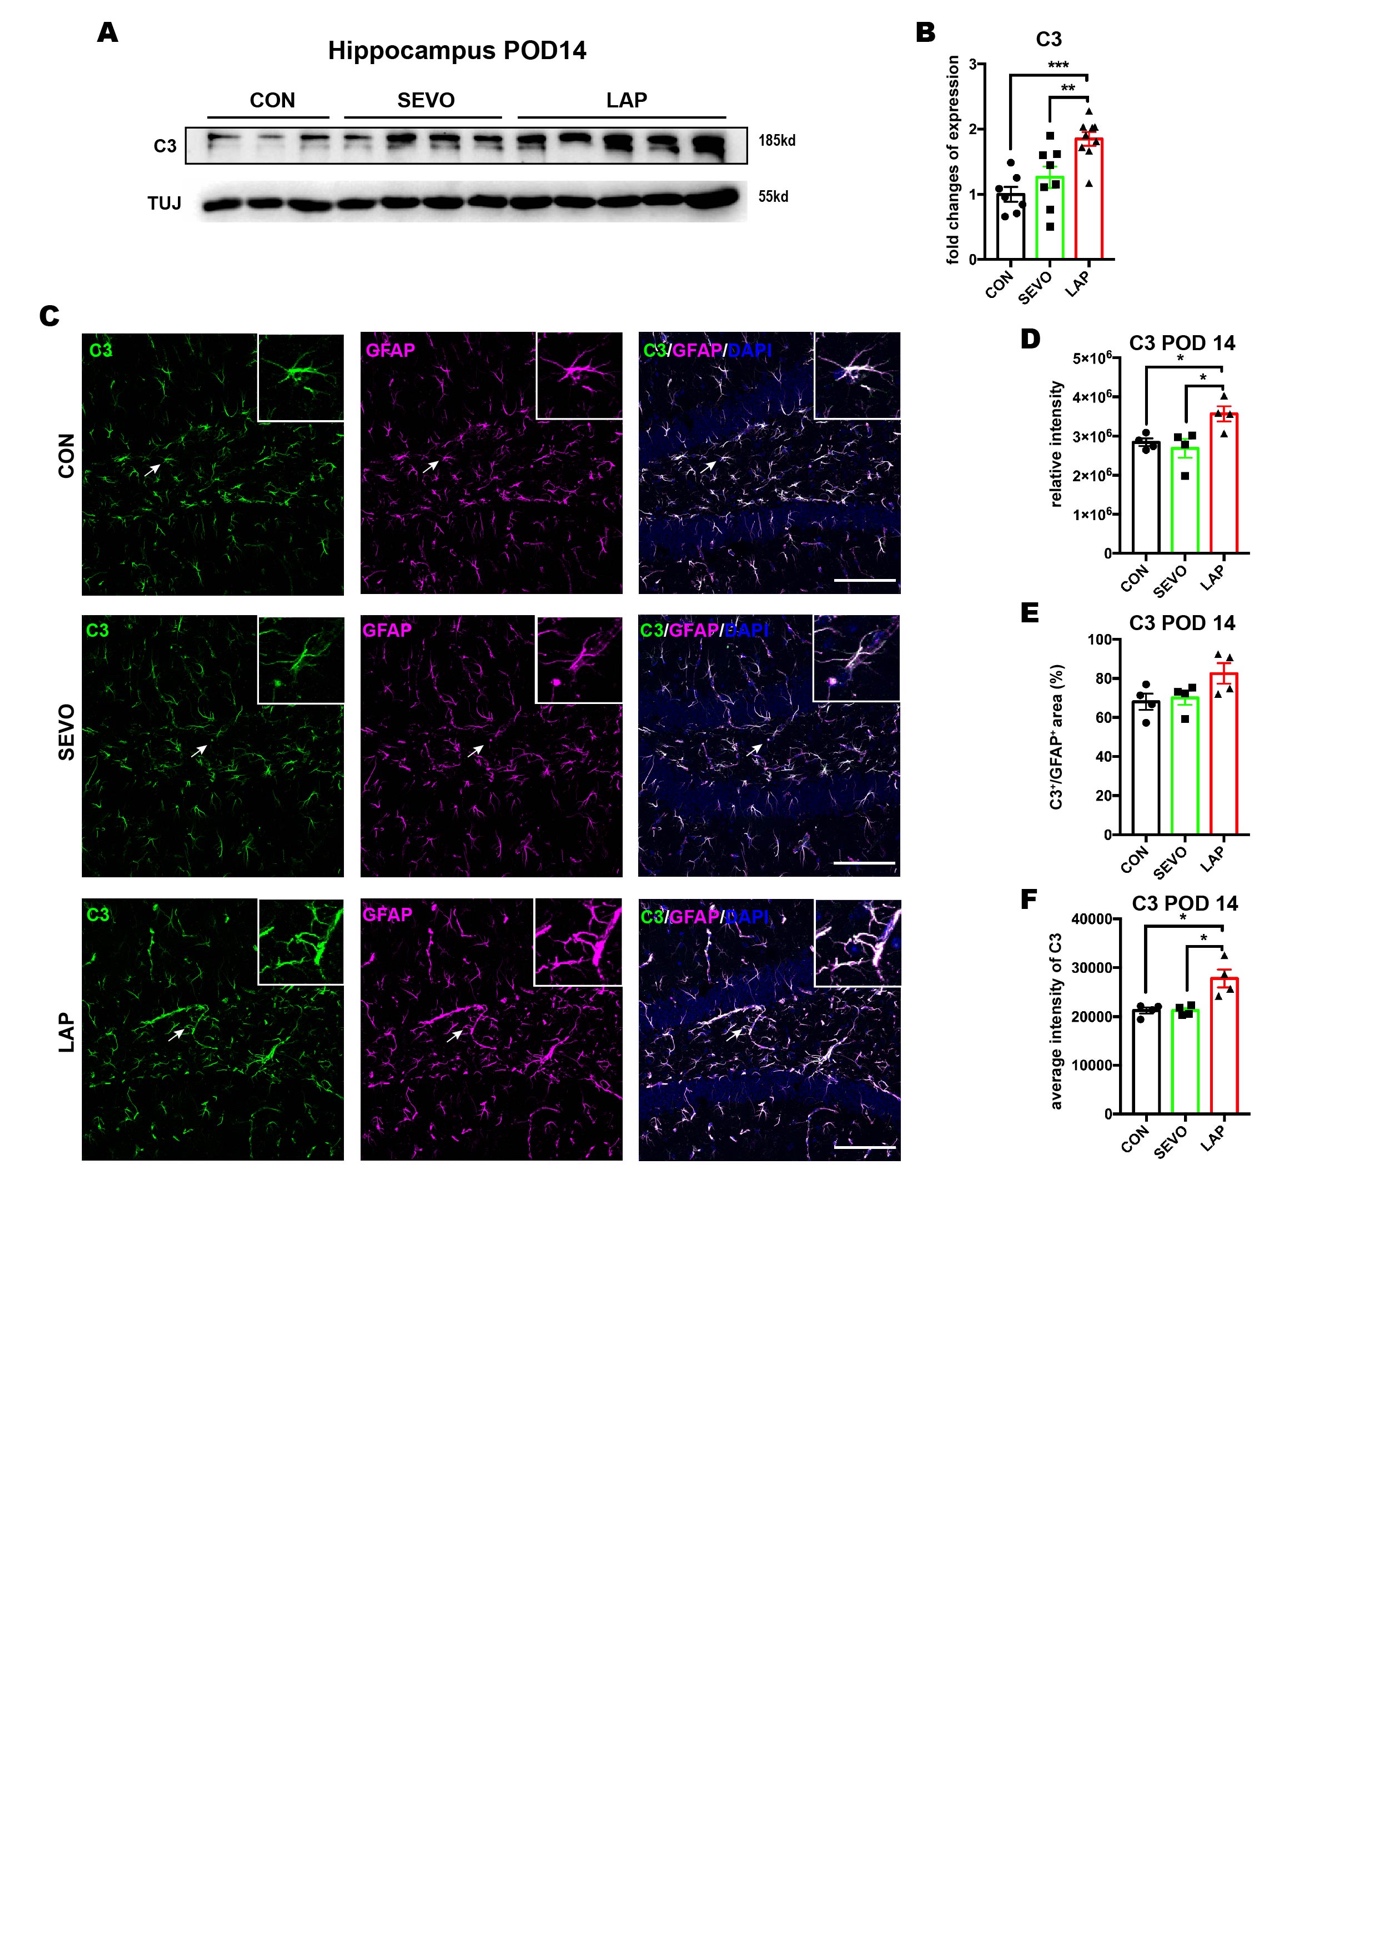
***

**Suppl. Figure 1: The increase of astrocytic C3 was also observed in postsurgical hippocampus on POD 14. A-B:**  Western blot analysis of C3 protein level in the hippocampus on POD 14, normalized to β-tubulin, n = 7-10 mice per group. **C:** representative confocal images depicting colocalization of C3 (green) and astrocytic marker GFAP (red) staining in the hippocampus on POD14, scale bar: 100um. **D-F:** histogram showing the quantified analysis of total C3 intensity (**D)**, the percentage of C3^+^ signal occupied within GFAP^+^ area (**E**), and average C3 intensity within GFAP^+^ cell (**F**), n = 3-4 mice/group, scale bar: 100um. Data is presented as mean ± SEM. One-way ANOVA with Tukey’s multiple comparisons test was performed for data analysis, * P<0.05, **P<0.01, ***P<0.001. POD = post-operative day, CON = control, SEVO= sevoflurane, LAP =laparotomy.

**Suppl. Figure 2**

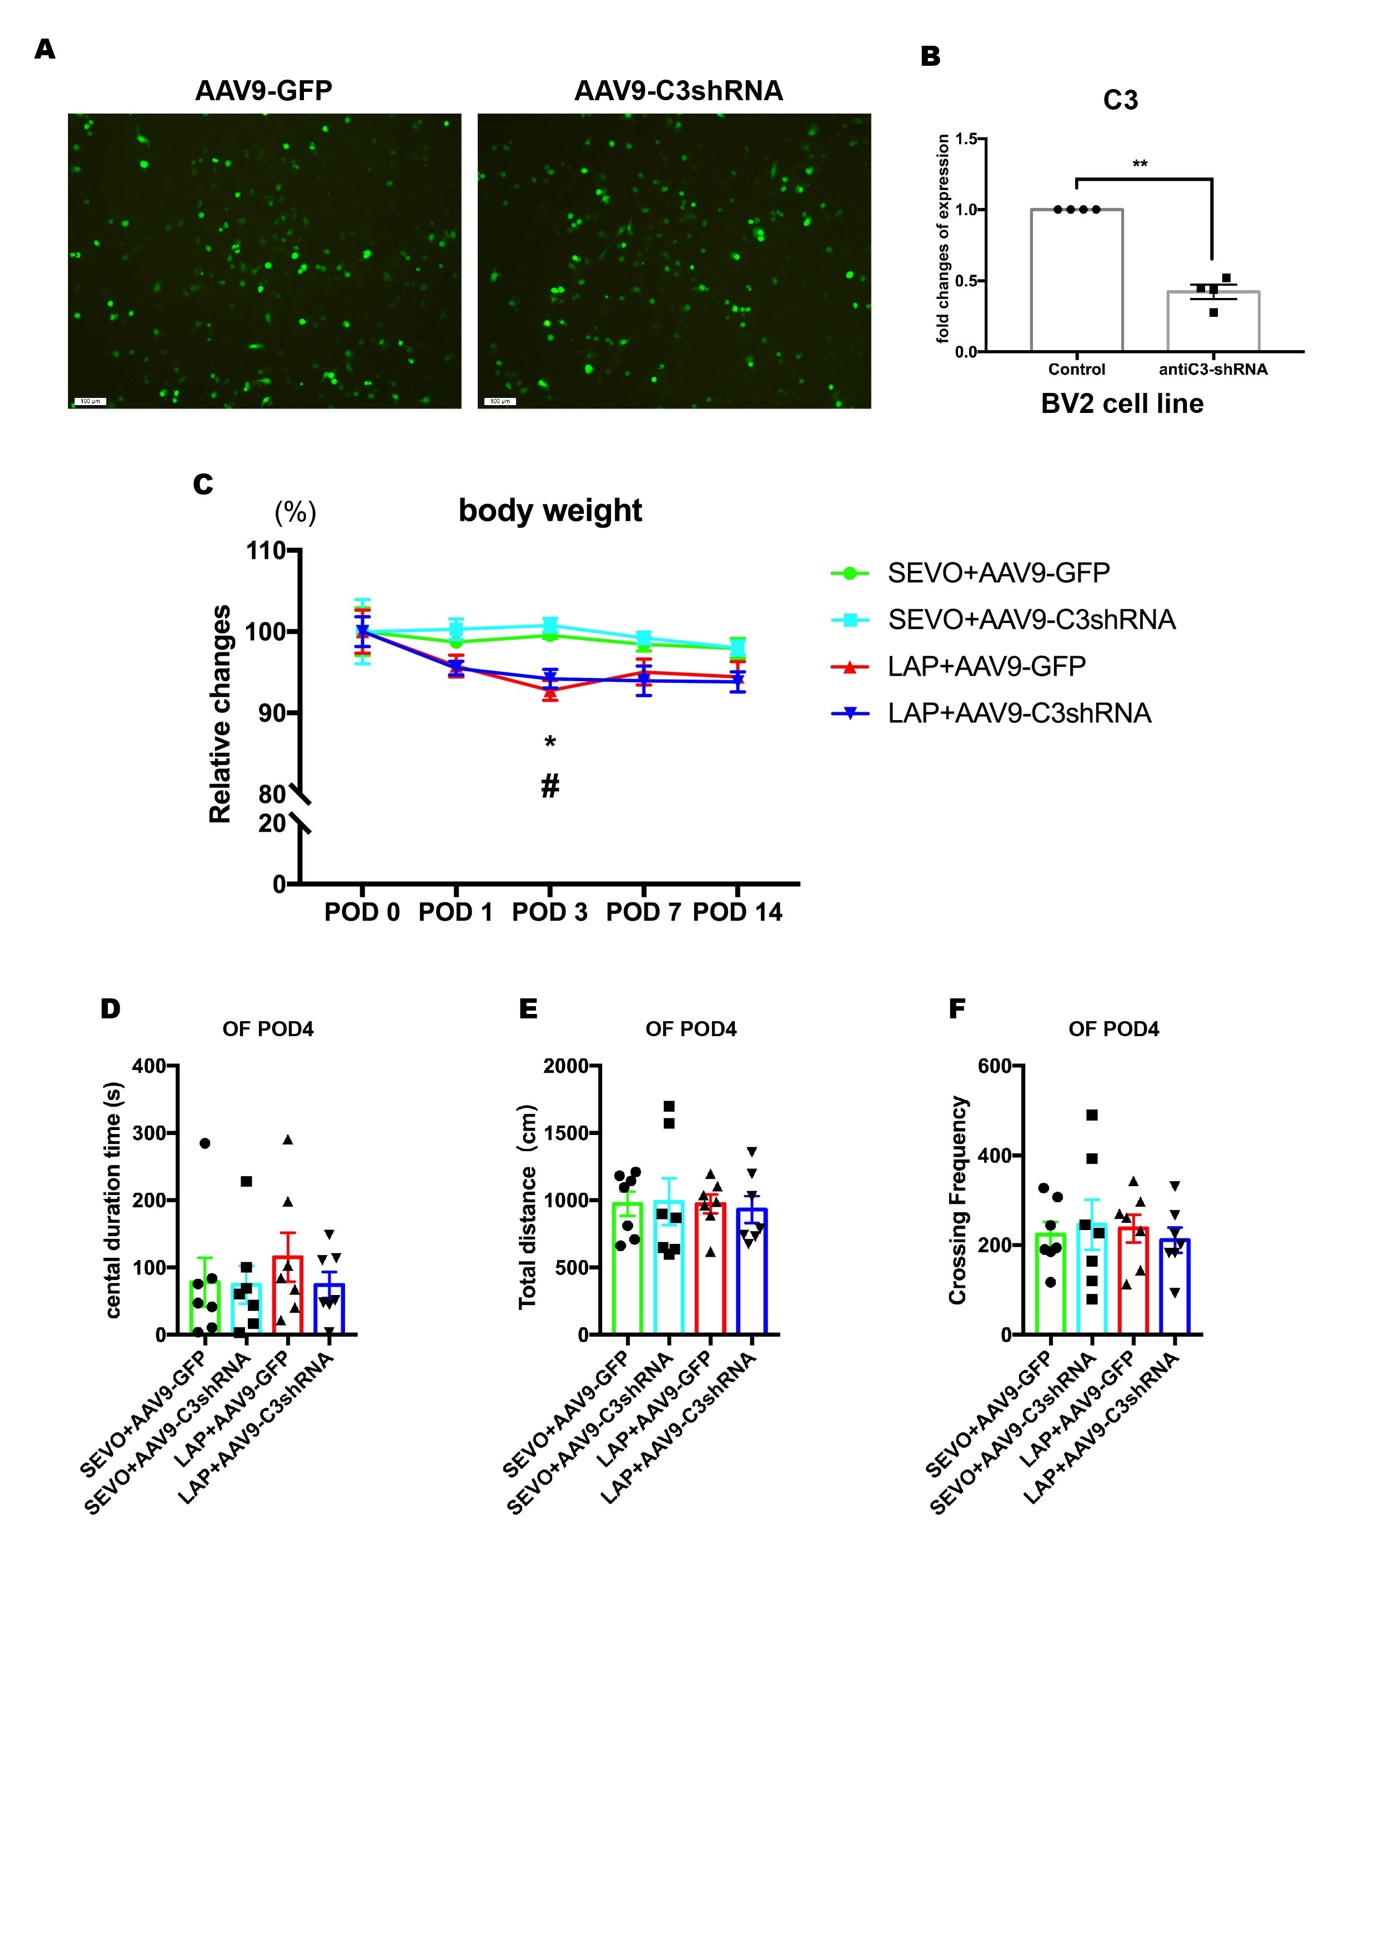

**Suppl. Figure 2: A:** Representative images of AAV9-C3shRNA transfection into BV2 cell line at 24h time point. **B**: Histogram shows that the C3 mRNA level was decreased by around 50% after 24h AAV9-C3shRNA transfection, measured by RT-PCR, control: BV2 cells treated by AAV9-GFP, antiC3-shRNA: BV2 cells treated by AAV9-C3shRNA. **C**: The changes in body weight at different timepoints during the postoperative period. Two-way repeated ANOVA with Tukey’s multiple comparison test with n =7 mice per group. SEVO+AAV9-GFP vs LAP+ AAV9-GFP: * P<0.05. SEVO+AAV9-C3shRNA vs LAP+AAV9-C3shRNA: #P<0.05. **D-F**: Open field test on POD4, the duration time in the central area (**D**), Total distance (cm) during 10 mins observation (**E**), the frequency of grid crossing (**F**). Two-way ANOVA with Bonferroni’s multiple comparison test with n = 7 mice per group. POD = post-operative day, SEVO = sevoflurane, LAP =laparotomy, AAV9-GFP = AV9 viral vector contains GFP sequence, AAV9-C3 shRNA contains C3 shRNA sequence and GFP sequence.

**Suppl. Figure 3**

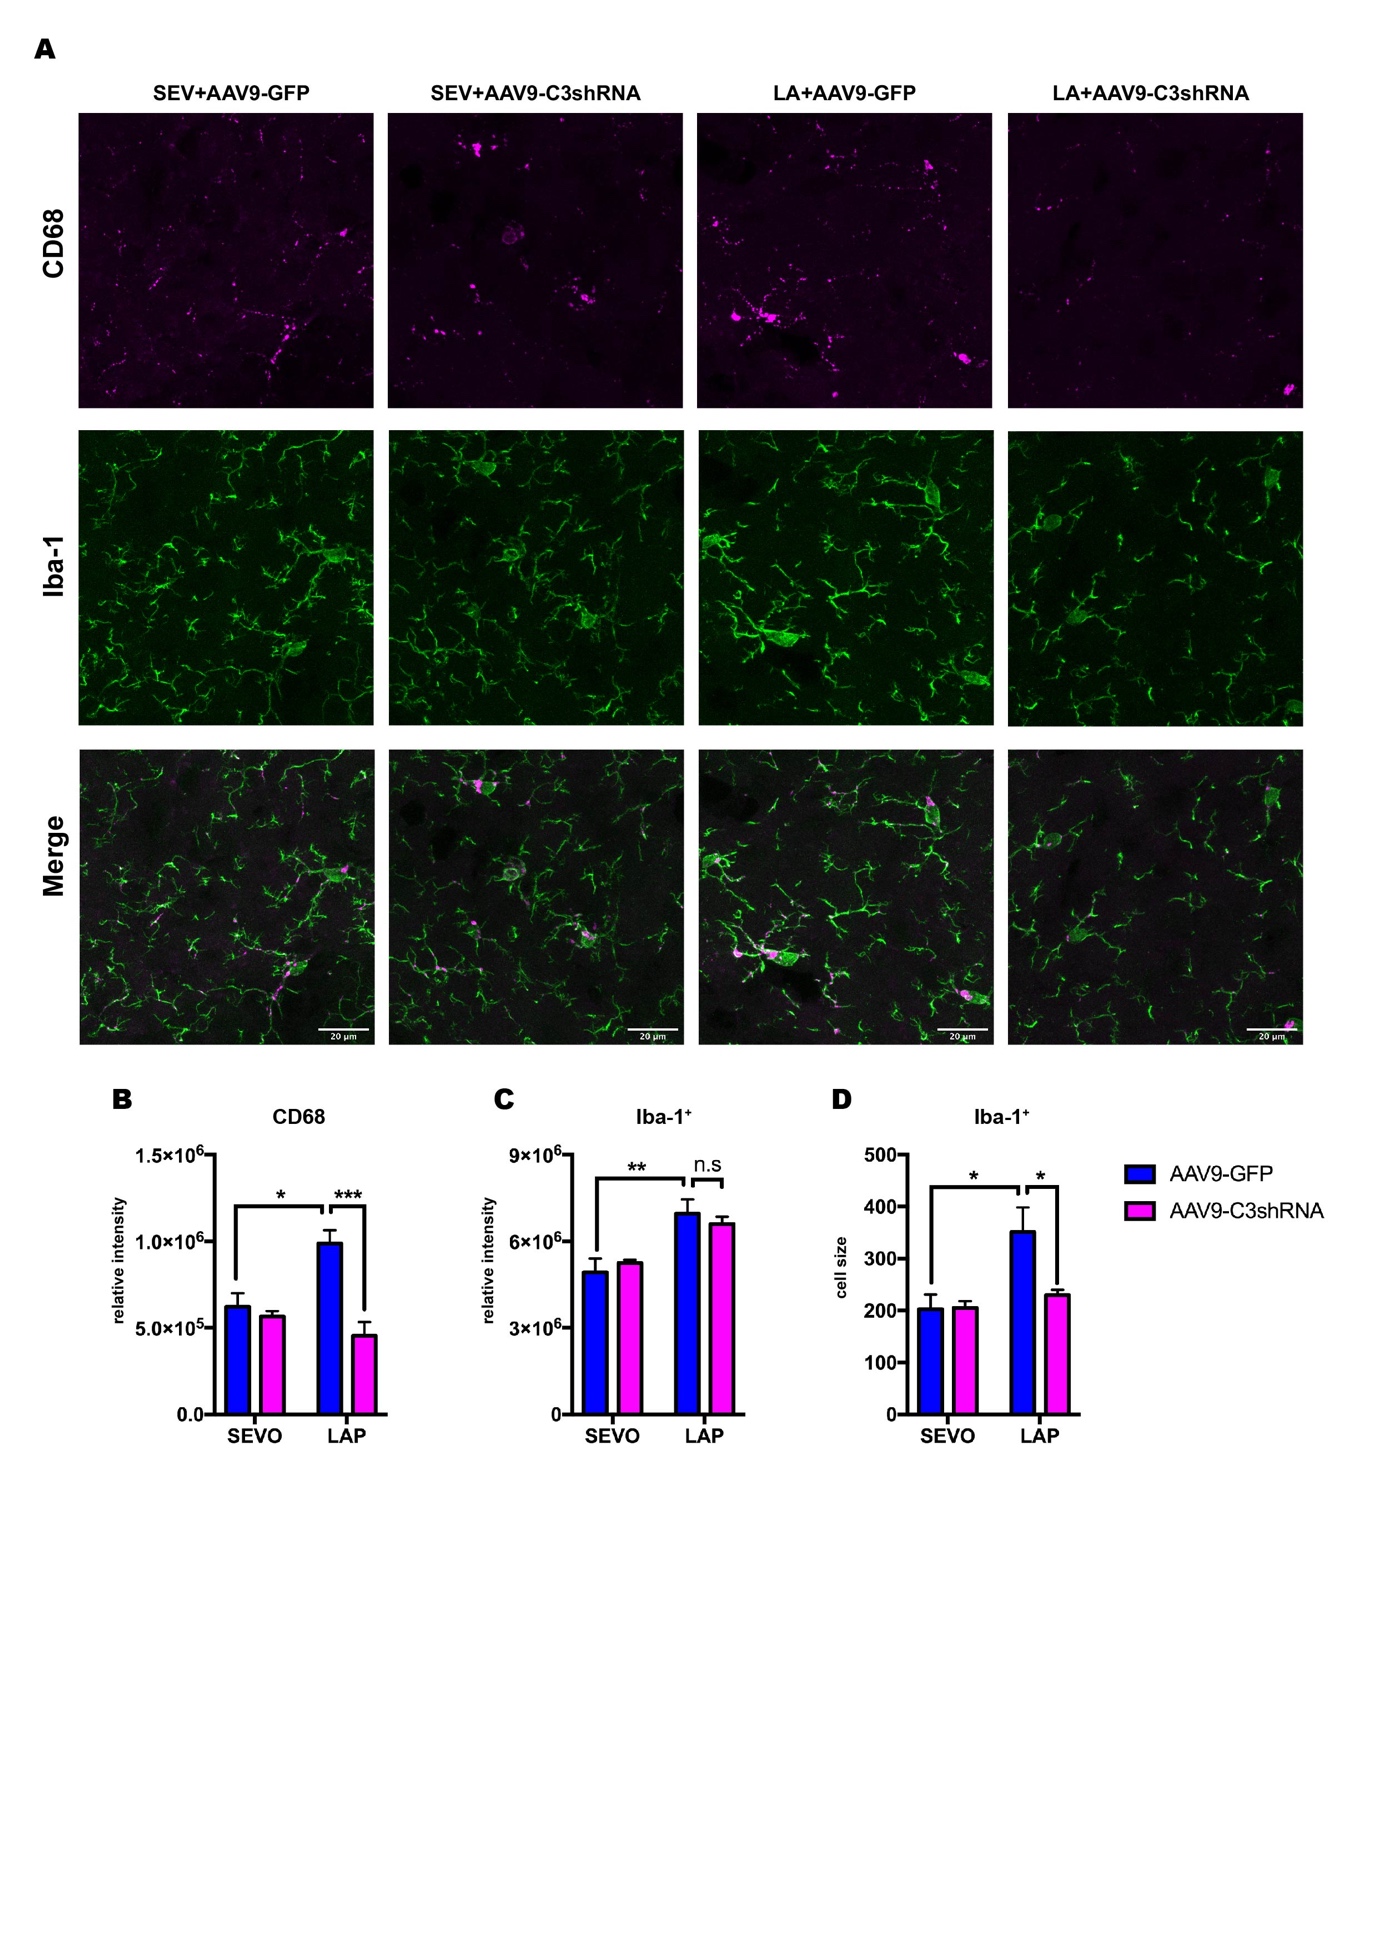

**Suppl. Figure 3: Inhibition of C3 by AAV-C3shRNA affected microglial cell size and CD68 expression. A:** Representative confocal images depicting colocalization of CD68 (magenta) and microglial marker Iba-1 (green) staining in the hippocampus on POD14, scale bar: 20 um. **B-D**: histogram show the quantified analysis of the CD68 intensity (**B**), the Iba-1 intensity (**C**), and the average of Iba-1^+^ cell size (**D**), Two-way ANOVA with Bonferroni’s multiple comparison test with n = 4 mice per group. SEVO = sevoflurane, LAP =laparotomy, AAV9-GFP = AV9 viral vector contains GFP sequence, AAV9-C3 shRNA contains C3 shRNA sequence and GFP sequence.

**Suppl. Figure 4**

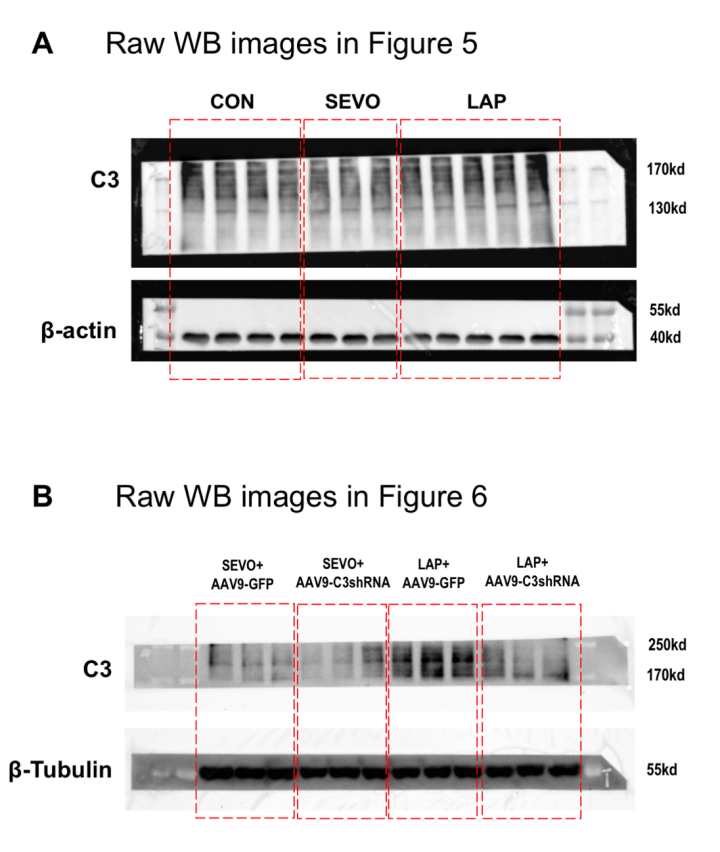

**Suppl. Figure 4: A:** The raw blot images in Figure 5**, B:** The raw blot images in Figure 6**.**

How the deposited data were processed for this re-analysis (not part of the article)

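Live GLAST+ astrocytes sorted from the hippocampus were sequenced in 3 libraries of the SEVO group and 3 of the LAP group, each from 6 pooled hippocampi. According to the paper, the authors mapped 4 GB of clean reads per sample with HISAT and Bowtie and defined differentially expressed genes by DEGseq. The genome build is not named in the paper's text. The authors deposited estimated counts per gene and library, without normalization, for the 3777 genes they called. A table of the comparison, also deposited by the authors, gives counts summed over each group, a log2 fold change, a p-value and a Q value. FPKM values, which the paper uses for display, were not analysed here. The test set before the data were examined assumed FPKM values, with a count test if counts were found. Since the values are estimated counts, they were rounded to whole numbers and the count test was used.

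The listed counts summed to between 248989 and 440601 per library. These sums are not library depths, because they leave out all genes that were not called. A count of 0 allows up to 3 counts by counting error alone. Folds against a group at or under 3 counts are given against 3. They are not lower bounds, because genes well counted elsewhere were also at 0. Of the genes with a mean of at least 50 counts in the other 5 libraries, 612 of 1335 were at 0 in SEVO replicate 1. In SEVO replicates 2 and 3 these were 18 of 1332 and 54 of 1325.

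Counts were compared with edgeR 4.0.16 (TMM scaling, quasi-likelihood test, no filter, Benjamini-Hochberg adjustment over 3777 genes). Standard errors of fold changes were derived from the F statistic. Gene lists were tested with limma's fry, which is a model-based test and not an exact one, and its p-values were adjusted over 8 list tests. Single genes were also compared by an exact two-sided permutation test of mean log2(scaled count + 0.1) over the 20 assignments, whose smallest p is 0.1. The edgeR script was tested on simulated data, with 200 of 3777 genes changed 8-fold. It recovered 185 with 10 false calls at a dispersion of 0.1, and 0 at the dispersions fitted to the deposited counts.

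Alternatives set before the data were examined were other pseudocounts (run with limma), median-ratio scaling, quantile normalization, a fit without a dispersion trend (in place of a variance trend), a replicate block, DESeq2 and a filter of 10 counts in every sample for the number of genes called, and leaving out each library. Equal library sizes, library sizes from the listed sums, a filter on a mean count of at least 10, limma with a pseudocount of 0.1 (the test set for FPKM values, here an alternative to edgeR), a binomial test of summed counts, and DESeq2 and the 10-count filter for the other results were added after seeing the data. The filter on mean FPKM was not run, as the values are counts.

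Named genes are those the paper names in Fig. 4B and Fig. 4F and as reactive astrocyte markers, and 5 in each direction with the smallest p among genes whose groups do not overlap, since no gene passed the threshold. Gene positions and transcripts are from GENCODE M21 on GRCm38. Marker lists for astrocytes, microglia, oligodendrocytes, neurons, endothelial cells, choroid plexus and ependymal cells, border macrophages, neutrophils, erythroid cells, meningeal fibroblasts and the response to dissociation were written before the data were examined. Other tools were R 4.3.3, limma 3.58.1, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. GO and KEGG enrichment was not repeated, because the gene sets and the genes that were tested but not called were not analysed here.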

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

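The tests of read sharing below were chosen after the counts were seen, and the comparison with other groupings before its result was seen.

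In genes that the paper does not discuss, 7 were at 0 counts in every SEVO library and above 3 counts in every LAP library; F8 showed the same pattern. The opposite pattern, 0 counts in every LAP library and above 3 counts in every SEVO library, was found for 3 genes, Meox1 (125, 34 and 32 counts in SEVO replicates 1, 2 and 3), Srarp (15, 4 and 18) and Gcfc2 (439, 29.2 and 11.2). These patterns were chosen after the values were seen. Of the 7, the mean count in LAP was 138 for Cd300lb (277, 48 and 88 counts), 24.3 for Atp6ap1l, 23.2 for Xlr4c, 20.3 for Tmprss5, 19.7 for Actn3, 19.7 for Morn5 and 8.12 for Gm21992. The LAP mean of Cd300lb was 45.9-fold the limit of 3 counts, which covers counting error only. With edgeR's quasi-likelihood test the unadjusted p of Cd300lb was 0.00141 and its adjusted p 0.772. With DESeq2 the adjusted p of Cd300lb was 0.0119, the lowest of 17 alternatives, and the highest was 0.935 (edgeR, without LAP replicate 3). Other groupings of the libraries gave such genes too: in 7 of the 10 splits of the 6 libraries, the real one included, at least 8 genes were at 0 in one group and above 3 counts in every library of the other, and up to 56 in a split other than the real one. The many genes at 0 in SEVO replicate 1 enter each of these splits. The list was itself selected on the real groups, and 3 against 3 cannot give a share under 0.1, so that a chance pattern and an effect of surgery cannot be told apart here.

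Read sharing among similar genes argues differently for the 7 genes. The counts of 5 of them (Cd300lb, Actn3, Atp6ap1l, Morn5 and Tmprss5) were whole in all 6 libraries, which speaks against reads split among genes. The counts of the other 2, Gm21992 and Xlr4c, were not whole, so that shared reads may account for their values. The same holds for Gcfc2 among the genes of the opposite pattern, while the counts of Meox1 and Srarp were whole.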

How the results depend on the processing

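The alternatives added after seeing the data are named in the processing summary, and of the tests on other splits of the libraries, those on numbers of genes, on the 14 complement factors for a common direction and on the 24 for either direction were chosen after the result was seen. Of 996 values under alternatives, for 63 results, 926 kept their direction and side of the threshold or stayed within the limits of the comparison.

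The number of genes with an adjusted p-value of at most 0.05 was 0 with edgeR (69 at an unadjusted p under 0.05). It was 1 with DESeq2 (Cd300lb, 155 adjusted values not given by the tool) and from 0 to 4 genes across the 6 fits that each left out one library. The 4 genes came without SEVO replicate 1 (Jchain, Tcte1, Lrg1 and Pcdhga6, the last uncertain because genes of the protocadherin gamma cluster share exons and its counts are not whole numbers). The counts were the same with the added threshold of a 2-fold change. In every other fit with replicate spread the number was 0. Only a binomial test of counts summed over each group, chosen after seeing the data, gave a large number, 3761 of 3777 genes. That test takes no spread among replicates, and it was run only on genes that the authors had called from the same sums, so that it had to call nearly all of them and cannot exceed 3777. The spread limits what the replicated test can call, since simulated genes with an 8-fold change were recovered for 185 of 200 genes at a dispersion of 0.1 and for 0 at the fitted dispersions.

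The median log2 fold change of all listed genes was 0.85 with TMM, 1.35 with median-ratio scaling, 1.01 with equal library sizes and -0.03 with quantile normalization. It was 0.37, 1.03 and 0.92 without SEVO replicates 1, 2 and 3, and -0.078, -0.24 and -0.35 without LAP replicates 1, 2 and 3. The list was selected for changes of at least 2-fold, so its median follows the balance of genes fitted higher (1983) and lower (1794) under TMM. It is no reference for unchanged genes. The fitted change under TMM was 5.14 for C3, -0.31 for Jpt2, -0.43 for Zfp131, -0.39 for Topbp1 and -1.28 for Sebox. Relative to the median of 0.85, these changes were 4.30, -1.16, -1.28, -1.24 and -2.13. When each library was left out in turn, the relative change ranged from 2.81 to 5.98 for C3, from -1.72 to 0.52 for Jpt2 (highest without LAP replicate 3), from -1.69 to -0.070 for Zfp131 and from -1.89 to 0.060 for Topbp1 (both highest without LAP replicate 2), and from -2.74 to 0.42 for Sebox (highest without SEVO replicate 3). With median-ratio scaling, non-overlapping genes numbered 404 higher and 79 lower in LAP, against 203 and 157 for the counts as deposited.

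The number of genes with a 2-fold difference of group means was 3697. It was 2264 for group medians, of which 125 lay in the other direction, and 2415 among genes with a mean count of at least 10. Leaving out each library in turn gave from 2611 to 3336 genes. Without SEVO replicate 1, 1221 were higher and 1390 lower. The numbers higher and lower were 1998 and 1338 without SEVO replicate 2, and 1829 and 1337 without SEVO replicate 3. They were 1549 and 1535 without LAP replicate 1, 1559 and 1746 without LAP replicate 2, and 1396 and 1716 without LAP replicate 3. With median-ratio scaling and all libraries, they were 1982 and 1335. Genes with more than 50% of their counts in a single library numbered 2286, against 1046 at more than 80% and 1075 among genes with a mean count of at least 10. In that filter, 42 genes were at 0 in the other 5 libraries, against 571 without it, because the filter removes low genes.

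C3 kept its direction in all 17 fits that include it, with a fitted log2 fold change from 1.49 to 5.70 and an adjusted p from 0.558 to 0.935 (edgeR, limma or DESeq2). C3 was at 0 in every SEVO library, so outside quantile normalization its direction could not reverse. The kept direction therefore does not show stability. With either count filter C3 was left out. The filter of 10 counts in every sample left no complement factor. Fry was not run under that filter or with DESeq2, and for named genes counted in a single library the fit without that library gave no value. The filter on mean FPKM was not run.

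Adjusted over the list alone, 1 of the 9 genes of Fig. 4F passed with edgeR (Pcdhga3). The number was 2 with DESeq2 (F8 and Cd209b), 0 with limma at each of the 3 pseudocounts, quantile normalization, no dispersion trend or either filter, and from 0 to 1 when a library was left out. DESeq2 gave no p-value for Pcdhga3 and Il1rn, so it neither passed nor failed Pcdhga3. Among the 24 complement factors 1 passed with DESeq2 (F8), which gave no p-value for Cfb. The cause of the other differences was not tested.

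For the 24 complement factors, the p-value of fry, which is not an exact or permutation test, was 0.73. The direction reversed with quantile normalization (fry's p was 0.337), with the filter on a mean count of at least 10 (0.792) and without SEVO replicate 1, and p lay between 0.238 and 0.979 when each library was left out. For changes in either direction, p fell to 0.0309 at a pseudocount of 0.01, from 0.329. For the 14 factors with a higher mean, which were selected for that direction, p was 0.0658. It was 0.0456 with median-ratio scaling and 0.00845 for either direction at a pseudocount of 0.01. Adjusted over the 8 list tests, the smallest p was 0.527. For the A1 markers, p for either direction was between 0.00451 and 0.374 when each library was left out, the lowest without LAP replicate 3, and 0.233 with all libraries. For the PAN markers, p for a common direction lay between 0.237 and 0.958 and the direction reversed without SEVO replicate 2, SEVO replicate 3 or LAP replicate 1. The cause was not tested.

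In the splits of the 6 libraries into 3 against 3, 7 of 10 gave as many genes with an unadjusted p under 0.05 as the real one. At an adjusted p of at most 0.05 the real split gave 0 genes, so that 10 of 10 splits give as many by construction and the comparison shows nothing. A fry p as small as the real one was found in 8 of the 10 splits for the complement factors, 4 of 10 for the A1 markers and 9 of 10 for the PAN markers. For the 14 factors with a higher mean it was 1 of 10, the real split alone, whose means were used to select them. For either direction it was 4 of 10 for the 24 complement factors, 2 of 10 for the 14 factors, 2 of 10 for the A1 markers and 7 of 10 for the PAN markers. The smallest share that 10 splits allow is 0.1.

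The sign of the fitted log2 fold change reversed for 12 of the 43 named genes in at least 1 alternative. With limma at pseudocounts of 0.1, 1 and 0.01, it was 0.14, 0.028 and 0.16 for Plau, -1.43, -0.41 and -2.52 for Klkb1, 0.79, 0.71 and 0.80 for Topbp1, 1.52, 0.44 and 2.63 for Hspb1, and -2.02, -0.94 and -3.12 for Osmr. With quantile normalization, it was -1.49 for Klkb1, 0.061 for Topbp1 and -1.74 for Osmr. With the filter of 10 counts in every sample, it was 0.31 for Jpt2 and 0.19 for Zfp131. When each library was left out in turn, the values ranged from -2.61 to 2.18 for Plau, from -5.65 to 0.13 for Vwf, from -6.03 to 3.09 for Klkb1, from -2.95 to 4.16 for Cfb, from -4.10 to 7.52 for A2m, from -1.80 to 0.17 for Jpt2, from -1.95 to 1.34 for Sebox, from -1.17 to 0.25 for Topbp1, from -7.14 to 1.59 for Osmr and from -2.27 to 8.01 for Aspg. The cause was not tested.

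No pairing of the libraries by replicate number was seen. Deviations from the group means correlated at -0.0209, -0.00635 and 0.0954 for libraries with the same number. For libraries with different numbers the correlations ran from -0.106 to 0.107. With so few libraries and genes selected on them, this comparison cannot exclude a pairing. With the replicate block, 0 genes had an adjusted p-value of at most 0.05 and 10 had an unadjusted p under 0.05, 0 of the 9 genes of Fig. 4F passed adjusted over the list alone, and the fitted value was 0.082 for Plau, -3.36 for Klkb1, -0.73 for Cfb, 0.45 for Topbp1 and -1.17 for Osmr.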

Differences from the paper's values

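The paper reports 3777 DEGs, and edgeR's quasi-likelihood test found 0 at the same thresholds (69 genes had an unadjusted p under 0.05). None of the alternatives set before the data were examined closed the gap, with from 0 to 4 genes. A binomial test of the counts summed over each group, without replicate spread and chosen after seeing the values, called 3761 genes. It was run only on the 3777 genes that the authors had called from the same sums, so that it had to call nearly all of them, and this number restates the selection of the list. DESeq2, which was set before the data were examined for the number of genes called, called 1 gene, Cd300lb. Without SEVO replicate 1, the 4 genes called were Jchain, Tcte1, Lrg1 and Pcdhga6, the last uncertain because genes of the protocadherin gamma cluster share exons and its counts are not whole numbers.

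The paper shows 24 regulated complement factors, and 0 of them had an adjusted p-value of at most 0.05 over all genes with edgeR. No alternative set before the data were examined called any of them. The binomial test of summed counts, chosen after seeing the values, called all 24, and all 9 genes of Fig. 4F, which the selection of the list also entails. Adjusted over the list alone, DESeq2 called F8 among the complement factors, and F8 and Cd209b among the genes of Fig. 4F. It gave no p-value for Pcdhga3 and Il1rn. This use of DESeq2 was added after seeing the values. Pcdhga3 passed over the list of Fig. 4F alone with edgeR, with median-ratio scaling, and without SEVO replicate 1 or LAP replicate 1, as well as with equal library sizes or library sizes from the listed sums, which were added after seeing the values.

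The paper states that Topbp1 was lower in the LAP group. The mean log2 scaled count of Topbp1 (pseudocount 0.1) was higher by 0.79 in LAP, while its fitted log2 fold change with edgeR was -0.39. The paper reports Cd44 as increased in LAP astrocytes by RT-PCR. In the RNA-seq libraries Cd44 had 75.3 ± 61.8 counts (SD, n = 3) in SEVO and 36.3 ± 34.1 (SD, n = 3) in LAP, a difference within the spread of the replicates (exact two-sided permutation p = 0.8).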

Other observations

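The tests of gene length, GC content and genes at 1 to 3 counts were fixed before their results were seen, and the other tests were chosen after.

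SEVO replicate 1 listed 68.4% of the genes at 0. Among 1335 genes with a mean of at least 50 counts in the other 5 libraries, 612 were at 0 in this library. A smaller number of sequenced reads does not explain this, since the listed counts were the most of the 6 libraries, 440601 against 248989 to 308032, and 319781 against 235248 to 288186 without the 10 largest genes of each library (counts of unlisted genes are not in the files). The number of genes at 1 to 3 counts, 156 against 712 for thinning with a single Poisson mean, does not bear on it, because it fell short in each of the other 5 libraries too. Gene length and GC content separated the genes at 0 from the others only weakly, with a probability of 0.517 that a gene at 0 has the longer transcript and 0.568 that it has the higher GC content (1324 genes with a sequence). The mean count in the other 5 libraries separated them more (median 104.8 for genes at 0, against 145.8). The probability that a gene at 0 has the higher mean was 0.367. Genes with lower counts were thus more often at 0, which does not decide the explanation. A library made from few RNA molecules that were copied many times is a possible explanation that stays open. Over the 6 libraries, the share of genes at 0 rose with the median count of the genes detected (Pearson's r = 0.936, exact permutation p = 0.00556, Spearman's rho = 0.943, exact permutation p = 0.0167, r = 0.860 without SEVO replicate 1 and LAP replicate 1). This median is taken over the detected genes alone and so depends on which genes are at 0, and the relation does not decide the explanation. The list was selected on these libraries, and no biological explanation was tested. Of the genes at 0 in SEVO replicate 1, 61.3% were higher in LAP in the authors' deposited table, against 33.3% of the genes detected there. This contrast follows at least in part from the arithmetic, since a 0 in this library lowers the SEVO sum and a large count raises it.

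In SEVO replicate 1, Ttr had 15304 counts and Enpp2 27281, together 9.67% of the listed counts, against 1.15% to 2.01% in the other libraries. RNA of choroid plexus or ependymal cells is a candidate source. Of the 6 listed markers of these cells (of 7 on the list), 3 were highest in this library (Ttr, Enpp2 and Kl), while Clic6 had 1 count and Folr1 and Foxj1 0. With 68.4% of all genes at 0 in this library, the missing markers do not decide, and a different cell mixture and the loss of transcripts cannot be told apart. Of the other marker lists, 1 of 8 border macrophage markers and 5 of 7 meningeal fibroblast markers were among the listed genes, and 0 of the markers of astrocytes, microglia, oligodendrocytes, neurons, endothelial cells, neutrophils, erythroid cells and the response to dissociation. The listed genes were picked by the study from these libraries.

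Pcdhga3 was counted in LAP replicate 3 alone. All 36 counts above 0 of the 13 listed protocadherin gamma genes were not whole (100%), against 16.2% over all listed genes, so that reads shared within the protocadherin gamma cluster may have been assigned to different members in different libraries. Summed over the cluster, the libraries held 0, 1266 and 829 counts in SEVO and 1030, 1184 and 1254 in LAP. By the authors' deposited table, 8 of the 13 genes were higher and 5 lower in LAP.

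Among the reactive astrocyte markers, 4 of 13 A1, 8 of 13 PAN and 1 of 2 A2 markers were in the list. In mean counts, C3 was higher and Iigp1, Gbp2 and Amigo2 were lower in LAP among the A1 markers. Gbp2 was lower in every LAP library than in every SEVO library, with 257 ± 78.5 counts (SD, n = 3) in SEVO and 113 ± 24.7 (SD, n = 3) in LAP, as deposited. On log2 scaled counts the groups overlapped (exact two-sided permutation p = 0.4). Its fitted log2 fold change was -1.09 (standard error 1.56, adjusted p = 0.772 from edgeR's quasi-likelihood test). Timp1, Osmr and Aspg were higher and Lcn2, Steap4, S1pr3, Hspb1 and Cd44 lower in LAP among the PAN markers, and Emp1 was lower among the A2 markers. None had an adjusted p-value of at most 0.05, and 0 had an unadjusted p under 0.05. The fitted direction of Hspb1 and Osmr was the opposite with limma at each pseudocount, and that of Osmr also with quantile normalization. Adjusted over 8 list tests, limma's fry gave an adjusted p of 0.606 for the A1 and 0.833 for the PAN markers.

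By the rule for named genes, the smallest p-values among genes with non-overlapping groups belonged to Cd300lb, F8, Tnfsfm13, Atp6ap1l and Prss57 for higher counts in LAP (unadjusted p from 0.00141 to 0.0564 with edgeR) and to Gcfc2, Meox1, Bche, Kcnk10 and Pgap3 for lower counts (unadjusted p from 0.0117 to 0.0433). All had an adjusted p of 0.772.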
